# Limited Impact of 6-Mercaptopurine on Inflammation-Induced Chemokines Expression Profile in Primary Cultures of Enteric Nervous System

**DOI:** 10.1007/s11064-021-03324-y

**Published:** 2021-04-16

**Authors:** Jan Kneusels, Meike Kaehler, Ingolf Cascorbi, Thilo Wedel, Michel Neunlist, Ralph Lucius, François Cossais

**Keywords:** 6-Mercaptopurine, Enteric nervous system, Enteric glial cells, CXC motif ligand chemokines, Inflammatory bowel diseases

## Abstract

Increasing evidences indicate that the enteric nervous system (ENS) and enteric glial cells (EGC) play important regulatory roles in intestinal inflammation. Mercaptopurine (6-MP) is a cytostatic compound clinically used for the treatment of inflammatory bowel diseases (IBD), such as ulcerative colitis and Crohn’s disease. However, potential impacts of 6-MP on ENS response to inflammation have not been evaluated yet. In this study, we aimed to gain deeper insights into the profile of inflammatory mediators expressed by the ENS and on the potential anti-inflammatory impact of 6-MP in this context. Genome-wide expression analyses were performed on ENS primary cultures exposed to lipopolysaccharide (LPS) and 6-MP alone or in combination. Differential expression of main hits was validated by quantitative real-time PCR (qPCR) using a cell line for EGC. ENS cells expressed a broad spectrum of cytokines and chemokines of the C-X-C motif ligand (CXCL) family under inflammatory stress. Induction of *Cxcl5* and *Cxcl10* by inflammatory stimuli was confirmed in EGC. Inflammation-induced protein secretion of TNF-α and Cxcl5 was partly inhibited by 6-MP in ENS primary cultures but not in EGC. Further work is required to identify the cellular mechanisms involved in this regulation. These findings extend our knowledge of the anti-inflammatory properties of 6-MP related to the ENS and in particular of the EGC-response to inflammatory stimuli.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11064-021-03324-y.

## Introduction

Inflammatory bowel diseases (IBD), such as Crohn’s disease and ulcerative colitis (UC), are characterized by chronic relapsing intestinal inflammation. While the incidence and prevalence of IBD are continuously increasing worldwide [1, 2], their etiology and pathogenesis still remain largely unknown. In recent years, a large body of evidence has grown indicating that complex interactions between genetic, environmental and microbial factors and the intestinal neuro-immune system are involved in development and maintenance of IBD [3, 4].

Nowadays, it is widely acknowledged that the release of inflammatory mediators, including a broad variety of cytokines and chemokines, plays an essential role in IBD by stimulating the recruitment and activation of different types of immune cells. For example, the chemokine ENA-78/Cxcl5 binds the receptor Cxcr2 expressed by neutrophils that contribute to tissue damage in acute inflammation [5, 6]. In chronic inflammation, most tissues show an elevated expression of MIG/Cxcl9, IP-10/Cxcl10, and of their receptor Cxcr3 expressed by T-cells [5, 7]. Interestingly, Cxcl5, Cxcl9, Cxcl10, and their receptors have all been involved in the inflammatory processes underlying IBD [6–9]. However, despite significant advances, further research is needed to identify the cellular actors underlying intestinal inflammation and find potential modulators of chemokines-related pathways in IBD.

In recent years, the enteric nervous system (ENS) has been identified as an important regulator of inflammatory reactions in the intestinal tract [10]. Composed of enteric neurons and enteric glial cells (EGC), both cell types respond to inflammatory stimuli and participate in the inflammatory response by expressing pro- and anti-inflammatory factors [11]. For instance, enteric neurons are an important source of the pro-inflammatory cytokine TNF-α in the gut [12]. EGC are similarly involved in the regulation of inflammatory processes in the gastro-intestinal tract [13]. Indeed, EGC response to inflammatory insults is characterized by altered expression of enteric glial markers, e.g. S100β and GFAP, in acute and chronic intestinal inflammatory disorders [14–18]. Furthermore, EGC contribute to the regulation of intestinal inflammatory status via production of the polyunsaturated fatty acid metabolite 15-hydroxyeicosatetraenoic acid (15-HETE) in IBD patients [19] and release pro-inflammatory cytokines, including IL-6 [20] and IL-8 [21], under inflammatory conditions. Despite these important findings, little is known about the profile of inflammatory mediators expressed by the ENS or therapeutic agents potentially mitigating ENS response to inflammatory stress.

Currently, there is no cure for IBD and treatment relies on symptom management and immunomodulatory drugs such as 6-mercaptopurine (6-MP) [22, 23]. 6-MP is a cytostatic agent that is metabolized through complex mechanisms to 6-thioguanine nucleotides, which inhibits DNA synthesis by acting as a purine analogue [22, 24]. Recent evidences have been provided in support of direct anti-inflammatory functions of 6-MP, occurring independently of its cytostatic activity. Indeed, 6-MP has been shown to promote T-cell cycle arrest and apoptosis in the Jurkat human T lymphocyte cell line [25]. Furthermore, 6-MP regulates the transcriptional activities of the orphan nuclear receptors NR4A1-3, which are involved in the regulation of inflammatory reactions and neoplasia [26, 27]. Recently, 6-MP has been shown to inhibit the response of microglia to LPS-induced inflammation through PI3K/Akt/mTOR signaling-mediated translational regulation, suggesting potential anti-inflammatory effects in glial cells [28]. However, potential anti-inflammatory properties of 6-MP on the ENS have not been yet evaluated.

In the present study, we first aimed to characterize the transcriptional response of the ENS and EGC to inflammatory stimuli and second, to evaluate the potential anti-inflammatory effects of 6-MP on these cell types.

## Material and Methods

### Primary Cultures of ENS

Experiments were performed in the Sox10flox mouse line [29] in agreement with the local Ethics Committee (V 242-70056/2015(91-7/15)) and in accordance with the 3R principles (Replacement, Reduction and Refinement) to reduce the global number of animals sacrificed at our institute. Genetic modification of this mouse line was not relevant for the study. Murine primary cultures of ENS, composed of mixed cell population containing enteric neurons and EGC, were established based on previously published protocols for rat [12, 30] and mouse [31], with minor modifications. Briefly, removed gut segments of e12.5–e14.5 mouse embryos were dissected under a stereomicroscope using fine forceps. Tissue was mechanically minced using a chirurgical scalpel, placed in suspension in 2 ml DMEM/HAM F12 (1:1, Pan Biotech) medium and digested with 0.1% trypsin (Sigma-Aldrich) for 15 min at 37 °C. Cells were then treated with 0.01% DNase I (Sigma-Aldrich) for 15 min at 37 °C. Reaction was stopped by addition of DMEM/HAM F12 (1:1) medium supplemented with 10% v/v fetal calf serum (FCS, Pan-Biotech). Cells were seeded at a density of 4 × 10^5^ cells per well on 24-wells Cell + plates (Sarstedt). After 24 h, the medium was replaced by FCS-free DMEM/HAM F12 (1:1) supplemented with N2 (Pan Biotech). Primary cultures were composed of about 14–30% EGCs, and 4–10% enteric neurons (personal observation, determined by immunohistochemistry). Cells were allowed to grow for further 24 h before treatment. Cells were incubated with 10 or 50 µM 6-MP (Sigma-Aldrich) for 16 h before treatment with LPS (10 ng/ml, Sigma-Aldrich) for further 6 h.

### Enteric Glial Cell Line

The EGC line JUG2, which derives from rat ENS primary culture, was used for this study [32]. Cells were maintained in DMEM medium supplemented with 10% v/v FCS (Pan-Biotech). Cells were seeded at 3 × 10^5^ cells per well in 12-wells plates (Sarstedt). Cells were incubated with 10 or 50 µM 6-MP (Sigma-Aldrich) for 16 h before treatment with LPS (10 ng/ml, Sigma-Aldrich) or combination of TNF-α and IL1β (T + I, 100 ng/ml respectively, Immunotools) for further 24 h. Analyses were performed on at least five independent experiments.

### RNA Isolation and Real-Time Quantitative PCR

Total RNA extraction was performed using Nucleozol (Macherey–Nagel) and extracted RNA was stored at − 80 °C until further processing. Reverse transcription was performed on 1 µg of total RNA using the Revert Aid reverse transcription kit (Thermo-Fisher Scientific) according to manufacturer’s recommendations. Quantitative PCR (qPCR) was performed on 5 ng cDNA using the Evagreen Supermix (Solis biodyne) or the qPCR Master Mix Plus (Eurogentec) on an ABI Prism 7500 fast Real-Time PCR cycler (Life Technologies). The housekeeping genes RPS6 or HPRT were used for normalization. Primer sequences are listed in Supplementary Table 1. Relative quantitation to control conditions was performed using the ΔΔCt method and normalization to inflammatory conditions (LPS or T + I, respectively, set to 100%) was done.

### Microarray Analysis

Genome-wide expression analysis was performed on 100 ng total RNA obtained from three independent experiments using Clariom S arrays (Thermo-Fisher Scientific) according to manufacturer’s recommendations. Data were analyzed using the Transcriptome Analysis Console v4.0.1.36 and are available at the GEO database (GSE171308). Results were considered statistically significant for p-value < 0.05 and fold change ≥  ± 2.

### Comparison to Human Data-Set

Genome-wide expression data-sets GSE92415 [33] and GSE87466 were obtained from the Gene expression omnibus (GEO) database. Gene expression in colon mucosal tissue of healthy controls was compared to UC patients (GSE92415 control vs. UC patients placebo group, n = 21 and n = 52 respectively and GSE87466 control vs. UC patients, n = 21 and n = 27 respectively) using the GEO2R online tool. Venn Diagram and analysis of most significant overlapping differentially expressed genes (DEG, fold-change > 4 and FDR-p-value < 0.05) between data-sets was performed using the online tool Venn (http://bioinformatics.psb.ugent.be/webtools/Venn/).

### Gene Ontology and Pathways Analysis

Pathways and disease association analyses were performed using the online tools DAVID (Version 6.8) and Toppgene respectively. Gene network analysis was performed using Cytoscape (Version 3.8.2) running the plugin GeneMania [34].

### ELISA

Cytokine concentrations in cell culture supernatants were measured employing enzyme-linked immunosorbent assay (ELISA) kits for rat and mouse TNF-α (Thermo-Fisher Scientific), rat and mouse IL-6 (Thermo-Fisher Scientific), mouse CXCL1 (Peprotech), mouse CXCL2 (Peprotech), mouse CXCL5 (Sigma-Aldrich), mouse CXCL9 (Sigma-Aldrich), mouse CXCL10 (Peprotech), rat CXCL5 (Sigma-Aldrich), rat CXCL9 (Thermo-Fisher Scientific) and rat CXCL10 (Peprotech). Assays were performed according to manufacturer’s instructions. The absorbance was measured at 450 nm.

### Statistical Analyses

Statistical analyses were performed using the Prism software (Graphpad Version 8.4.2). Student *t*-test was used to perform comparison between two groups. Normality testing was performed using D’Agostino and Pearson test. In case of parametric distribution, ANOVA followed by Tukey’s posttest was performed to compare three groups or more and Friedman’s test followed by Dunn’s posttest was performed otherwise. Results were considered significant for p < 0.05.

## Results

### LPS Induces a Complex Profile of Inflammatory Mediators in ENS Primary Cultures

In order to gain better understanding of ENS involvement in intestinal inflammation, we performed microarray-based gene expression profiling comparing LPS-treated ENS primary cultures to untreated controls. 

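Untreated ENS primary cultures expressed genes of several cell types of the gut wall. The neuronal RNA-binding protein gene Elavl4 had a log2 value of 11.04 ± 0.56 (SD, n = 3 arrays), the glial fatty acid-binding protein gene Fabp7 10.65 ± 0.55, the smooth muscle actin gene Acta2 18.05 ± 0.26 and the macrophage complement gene C1qa 11.68 ± 0.80. The glial genes Sox10 (5.43 ± 0.22) and S100b (3.72 ± 0.20) lay under 5.78, the level below which 90% of 1452 clusters of olfactory, vomeronasal and taste receptor genes lie. Each value is therefore a mean over mixed cells of the gut wall, and a change can come from any of them.
The data are 12 Clariom S microarrays, 3 for each of 4 groups: untreated controls, 6-MP (50 µM for 16 h), LPS (10 ng/ml for 6 h) and LPS + 6-MP. The paper's methods give mouse embryos of e12.5 to e14.5 and the sample labels e14.5. The replicates are 3 independent experiments according to the paper. The replicate numbers of the labels do not pair arrays across groups, since in only 8 of 36 cases was the closest array of another group, by the correlation of deviations from the group means, the one of the same number. The deposited values are the authors' log2 values per transcript cluster, with array medians from 7.41 to 7.53. The paper's text does not name the normalization. Of 28846 entries, 6640 control entries were left out and 22206 transcript clusters were tested with limma, as 4 group means in 1 fit, with Benjamini-Hochberg adjustment over all clusters. A gene is called here at an adjusted p under 0.05 and a fold of at least 2, or, for the effect of 6-MP, at the paper's unadjusted p under 0.05 and a fold of at least 2.
In each group 1 array stood apart from the other 8 arrays on principal component 2, with scores of 33.2 (control 2), 45.7 (6-MP 1), 42.1 (LPS 2) and 48.2 (LPS + 6-MP 1) against -32.5 to -8.16. In these 4 arrays the mean of 33 interferon-stimulated genes was higher by 1.30 on the log2 scale than in the others of their groups, that of 24 genes of the intestinal epithelium by 0.85 and that of 22 neuronal genes by 0.63. Smooth muscle genes decreased by 1.24 and cell cycle genes by 0.44 in the same arrays. The number of arrays limits the precision of every value.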

Differential transcriptional regulation was observed for 628 genes, including 456 up-regulated and 90 down-regulated genes (Fig. 1a and Supplementary Table 2).

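LPS raised 335 transcript clusters and lowered 21, so 94.1% of the 356 called clusters rose. Tgtp2, an interferon-induced GTPase gene, rose 154-fold (log2 change 7.27, SE 0.50, adjusted p = 7.01e-06 from limma). Acod1 (Irg1), whose product makes the antibacterial metabolite itaconate, rose 250-fold (249.9; log2 change 7.97, SE 0.90, adjusted p = 0.00039). The acute-phase protein gene Saa3 rose 79.8-fold and the fungal and mycobacterial receptor gene Clec4e 84.4-fold, at adjusted p values of 0.000311 and 8.52e-05. Il22, a cytokine gene that acts on epithelium, rose at least 49.0-fold (adjusted p = 0.00239), a bound with control values under 5.78, the level of silent receptor genes, raised to it. The changes of other genes with a group mean under that level are given as such bounds, and with them 81 clusters rose at least 10-fold and 12 at least 100-fold.
Several of the genes that fell are expressed by macrophages. The fractalkine receptor gene Cx3cr1 fell at least 2.22-fold (adjusted p = 0.0213), from 6.93 ± 1.06 (SD, n = 3 arrays) to 4.19 ± 0.60, a level at which silent receptor genes lie. That call rested on single arrays, with an adjusted p of 0.0824 without control 1, 0.0952 without LPS 2 and 0.0981 without LPS 3. The phospholipase-family gene Pld4 fell by 1.85 (SE 0.25, adjusted p = 0.00133) and the transcription factor gene Mef2c by 1.48 (SE 0.19, adjusted p = 0.00109). Tcf21, a transcription factor gene of the mesenchyme, fell by 1.35 (SE 0.19, adjusted p = 0.00212). A zinc finger cluster that the paper labels Zfp808 and BC052688 fell by 2.17 (adjusted p = 0.00605). Bpifb1, a gene of secreted mucosal defence named in Fig. 1b, was not called (log2 change -2.87, SE 1.61, adjusted p = 0.694).
Over all 22206 clusters every LPS array lay beyond every control array in 3343, where chance gives 10% for 3 arrays against 3. The number of lower genes was 10 without control 1 and also without LPS 3, and 13 without control 3 and also without LPS 1. By the methods' t-test, which the paper does not state for the arrays, 472 clusters passed the unadjusted threshold with the fold and 0 the adjusted one (lowest adjusted p = 0.0612), against 554 at an unadjusted p and fold in limma.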

**Fig. 1:**
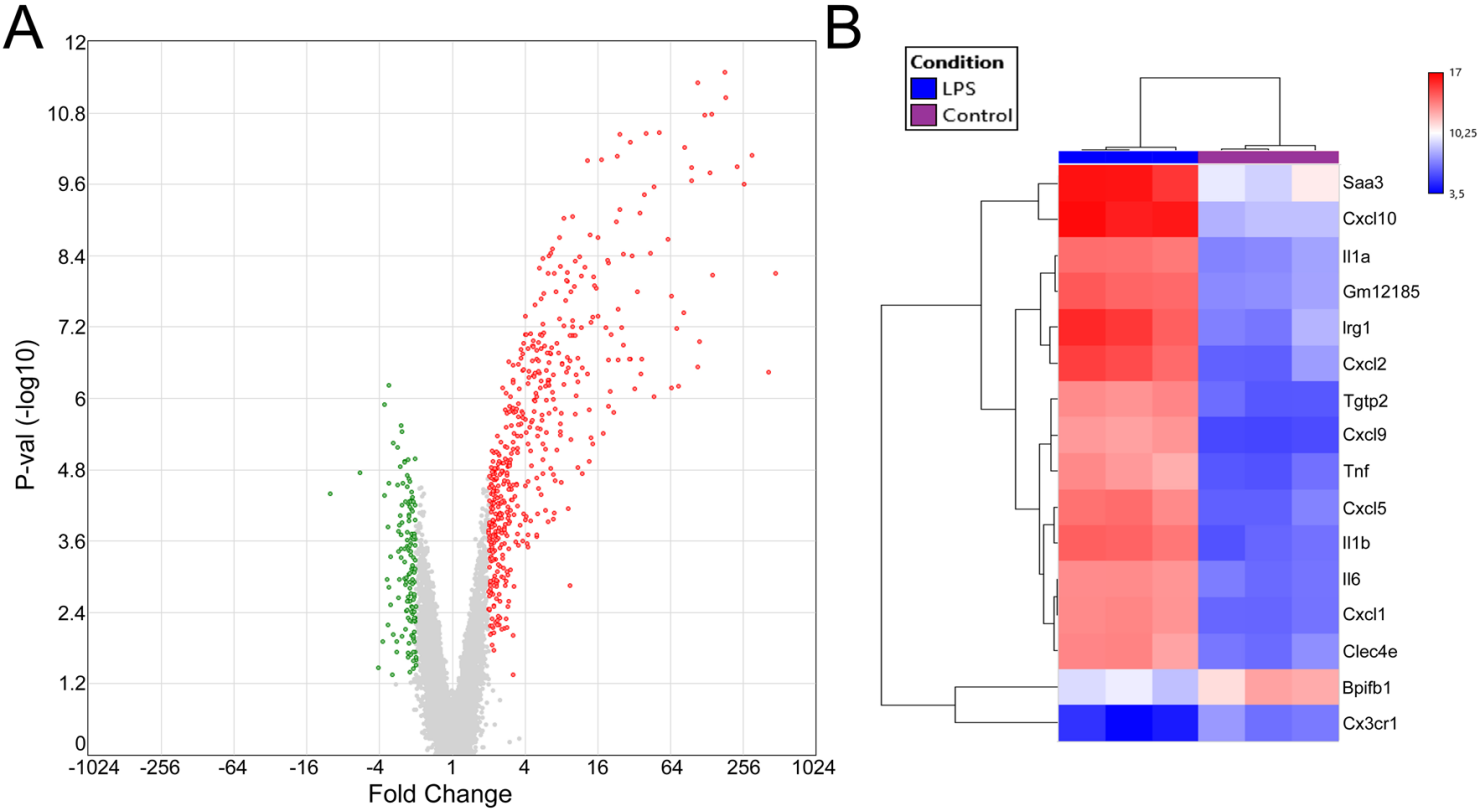
Impact of LPS treatment on the transcriptome of ENS primary cultures. ENS primary cultures were incubated with LPS at 10 ng/ml for 6 h, results for three independent experiments are shown. **a** Volcano plots showing the differential gene expression between control and LPS conditions. Red and green dots represent significant up- and down-regulated genes respectively (fold change >  ± 2 and FDR-p-value < 0.05). **b** Hierarchical clustering of the main differentially expressed genes (fold change > 100 or <  − 2) between control and LPS-treated ENS primary cultures

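Tnf, the gene of the early cytokine TNF-α, had a log2 value of 6.03 ± 0.52 (SD, n = 3 arrays) in controls and 12.90 ± 0.53 with LPS. The change of 6.86 (SE 0.50, adjusted p = 1.01e-05 from limma) is a 117-fold rise. Il1b, the gene of IL-1β, rose 8.08 on the log2 scale (SE 0.50, adjusted p = 4.34e-06), from 6.18 ± 0.68 to 14.25 ± 0.20. Il6, which encodes the acute-phase inducer IL-6, rose 6.65 (SE 0.59, adjusted p = 5.71e-05), from 6.58 ± 0.91 to 13.23 ± 0.59. Il1a, the second ligand of the IL-1 receptor, rose 101-fold (log2 change 6.66, SE 0.39, adjusted p = 4e-06). In each of the 4 genes the lowest LPS array lay above the highest control array, and leaving out any single control or LPS array kept the 4 calls.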

More particularly, expression of the pro-inflammatory cytokines *TNF-α*, *IL-6* and *IL-1β* was clearly induced after LPS stimulation (Fig. 1a, b and Supplementary Table 2). 

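Of 15 measured genes of CXC chemokines, 7 were higher with LPS, 0 were lower and 8 did not pass the test in limma. The same 7 passed when adjusted over the list alone. Cxcl2, a ligand that draws neutrophils, rose 288-fold (log2 change 8.17, SE 0.62, adjusted p = 1.37e-05). The neutrophil ligands Cxcl1 and Cxcl5 rose 127-fold (SE of the log2 change 0.41, adjusted p = 4e-06) and 170.0-fold (SE 0.59, adjusted p = 2.13e-05). Cxcl10 and Cxcl9 encode interferon-induced ligands that draw T lymphocytes. Cxcl10 rose 254-fold to a log2 value of 16.49 ± 0.34 (SD, n = 3 arrays), and Cxcl9 rose at least 131-fold to 12.95 ± 0.71, both at an adjusted p of 7.01e-06. Cxcl3 rose 56.3-fold (adjusted p = 4.07e-05) and Cxcl11 at least 63.7-fold (adjusted p = 0.00427). Removing any 1 control or LPS array ended none of these 7 calls. The genes of the homeostatic ligands Cxcl12 (log2 change -0.43, adjusted p = 0.881) and Cxcl14 (-0.73, adjusted p = 0.377) and of the membrane-bound ligand Cxcl16 (0.92, adjusted p = 0.45) did not pass.

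**Figure D1:**
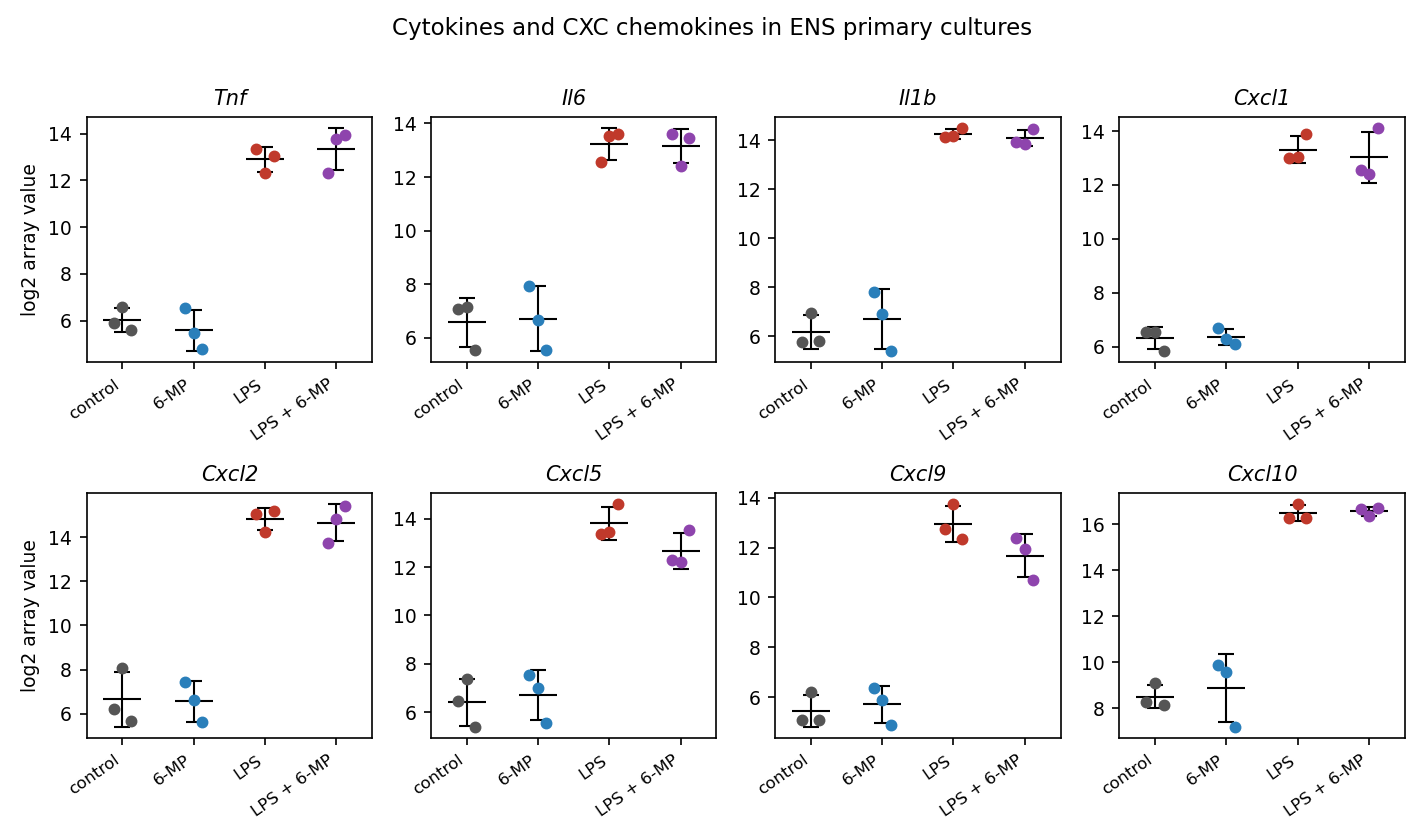
Log2 values per array of Tnf, Il6, Il1b, Cxcl1, Cxcl2, Cxcl5, Cxcl9 and Cxcl10 in the 4 groups (points: arrays; bars: mean ± SD, n = 3). The LPS and LPS + 6-MP arrays of each gene lie above all control and 6-MP arrays, with Cxcl9 at 12.95 ± 0.71 with LPS and 11.67 ± 0.86 with LPS + 6-MP.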

Interestingly, a large set of chemokines of the CXC-motif family were also significantly up-regulated after LPS treatment for 6 h, with the chemokines *Cxcl1*, *Cxcl2*, *Cxcl5*, *Cxcl9* and *Cxcl10* showing more than 100 fold upregulation (Fig. 1b and Supplementary Table 2). Gene ontology analyses confirmed the induction of main inflammatory pathways, as well as the activation of cytokine and chemokine pathways (Fig. 2a–c, Supplementary Table 3). In particular, cytokine activity appeared as the most significantly affected molecular pathway with a set of 38 cytokines showing altered expression (GO:0005125, Fig. 2c, Supplementary Table 4). 

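LPS raised gene groups of several arms of the innate response. Of 21 genes of the NF-κB pathway and its feedback inhibitors, 19 were higher, 0 were lower and 2 did not pass the test, with a median log2 change of 2.37 (19 adjusted over the list alone). Among them Tnfaip3, an inhibitor of NF-κB signalling, rose 20.2-fold (SE of the log2 change 0.38, adjusted p = 5.27e-05) and Nfkbia, which holds NF-κB in the cytoplasm, 9.40-fold (adjusted p = 0.000335). Of 33 interferon-stimulated genes 25 were higher (32 adjusted over the list alone; median 2.96), such as the antiviral genes Rsad2 (36.2-fold, adjusted p = 0.0095) and Isg15 (at least 9.90-fold, adjusted p = 0.0081). Both missed the threshold without control 1 (adjusted p 0.0584 and 0.0509) or control 3 (0.0598 and 0.0541). Of 12 genes of guanylate-binding proteins and immunity-related GTPases, which attack vacuoles that hold microbes, 11 were higher (11 adjusted over the list alone; median 4.98), and Gbp2 rose 83.9-fold (adjusted p = 4e-06). Of 15 genes of antigen presentation by MHC class I 8 were higher (11 adjusted over the list alone), with the peptide transporter gene Tap1 at 12.2-fold. Of 11 genes of LPS recognition 5 were higher (5 adjusted over the list alone), among them the co-receptor gene Cd14 (8.43-fold, adjusted p = 0.00023), while the receptor gene Tlr4 was not called (log2 change -0.62, adjusted p = 0.516).
The lists of enteric neurons (22 genes, median -0.08, mean 0.01, adjusted p = 0.824), enteric glia (15 genes, median -0.11, adjusted p = 0.112) and smooth muscle (12 genes, median 0.04, mean -0.03, adjusted p = 0.984) were not called. The mean log2 value of the glial list fell by more than its median, from 8.057 ± 0.181 (SD, n = 3 arrays) in controls to 7.746 ± 0.142 with LPS. Of 19 genes of resting macrophages 2 were lower (8 adjusted over the list alone; median -0.91, adjusted p = 3.88e-11), whereas 14 general macrophage genes had a median of 0.06 (adjusted p = 0.255).
The lists were tested with camera at a preset correlation of 0.01, and 12 of 35 lists were called, from 4.63e-25 for MHC class I to 1.61e-52 for interferon-stimulated genes among the first 4 groups. With an estimated correlation the adjusted p was 0.00232 for the NF-κB list, 0.0307 for interferon-stimulated genes, 0.0143 for the GTPases, 0.0226 for MHC class I, 0.0167 for LPS recognition and 0.0194 for resting macrophages. The 3 called lists of dividing cells were lost with it: cell cycle (23 of 23 genes below 0, median -0.36, adjusted p = 0.51 with an estimated correlation), DNA replication (median -0.20, 0.622) and replication-dependent histones (median -0.33, 0.265). In the 4 arrays that stood apart, the GTPase list was higher by 0.99 and the MHC class I list by 0.61 than in the others of their groups, less than the LPS changes of these lists. From ontology terms of inflammation, cytokines and chemokines over its LPS-changed genes, the paper concludes that LPS induces the main inflammatory pathways in ENS primary cultures.

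**Figure D2:**
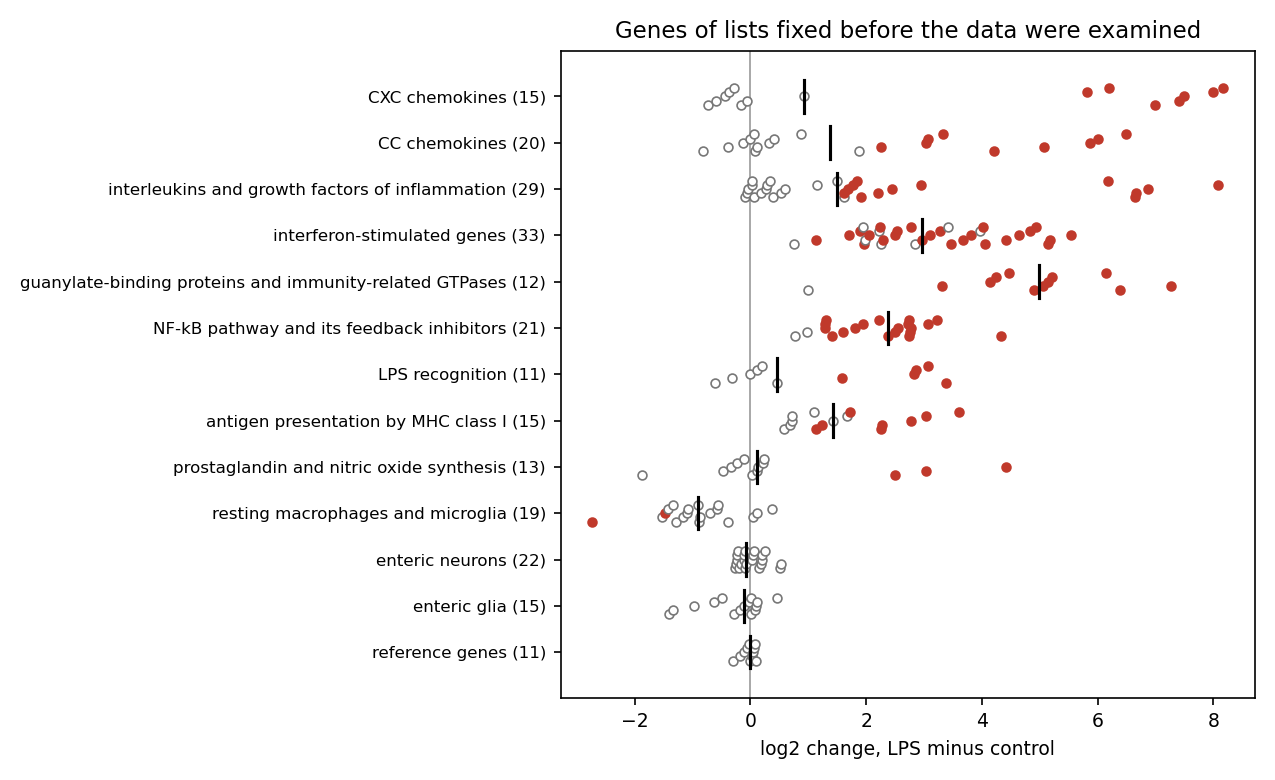
Log2 changes with LPS (LPS minus control) of the genes of 13 lists; each point is a gene, filled red where it was called, the black bar is the list's median and the number in brackets counts the measured genes. The GTPase list has a median of 4.98 and the neuron list one of -0.08.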

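Of the 38 cytokine genes in the paper's ontology group, 33 were higher with LPS in limma, 0 were lower and 5 did not pass the test, with a median log2 change of 3.06 (36 higher and 1 lower adjusted over the list alone). Besides the cytokines and chemokines of Fig. 1b, the group holds growth factors of myeloid cells. Csf1, needed for macrophage survival, rose 5.44-fold from a log2 value of 14.08 ± 0.17 (SD, n = 3 arrays; adjusted p = 0.000219), and Csf3, which drives neutrophil formation, rose at least 2.10-fold (adjusted p = 0.00332). The interleukin-12 family genes Il12b (7.75-fold, adjusted p = 0.000711) and Il27 (at least 1.73-fold, adjusted p = 0.0081) also rose, as did the metalloproteinase inhibitor gene Timp1 (4.03-fold, adjusted p = 0.00514). The granulocyte-macrophage factor gene Csf2 rose at least 1.65-fold (adjusted p = 0.0162), but its adjusted p was 0.0912 without control 1, 0.0564 without control 2, 0.0646 without LPS 2 and 0.0828 without LPS 3. Il1rn, the gene of the IL-1 receptor antagonist, rose 4.63-fold (adjusted p = 0.029) and lost the call without control 2 (0.0712), control 3 (0.131), LPS 1 (0.0512), LPS 2 (0.109) or LPS 3 (0.134). The 5 genes that did not pass were Il10 (2.83-fold, adjusted p = 0.071), Ccl20 (log2 change 1.87, adjusted p = 0.0716), Gdf10 (-1.25, 0.103), Il17f (at least 1.01, 0.415) and Grem1 (1.16, 0.819). The study chose the group on these arrays, so its direction is not independent evidence. In a list of 29 interleukins and growth factors, 13 were higher and 0 lower (16 higher adjusted over the list alone; camera adjusted p = 3.47e-27, and 0.00193 with an estimated correlation). All 13 are also in the paper's group and none of the list's genes outside it was called, so this list is not independent evidence either.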

Chemokine activity was found to be the second most significant module related to gene ontology molecular functions, with a set of 17 chemokines being enriched in ENS primary cultures after stimulation with LPS (GO:0008009, Supplementary Table 4). 

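Of the 17 chemokine genes in the paper's ontology group, 16 were higher with LPS in limma, 0 were lower and 1 did not pass the test, with a median log2 change of 5.87 (17 higher adjusted over the list alone). Among the CC chemokines, Ccl5, which draws T lymphocytes and monocytes, rose 89.6-fold (log2 change 6.48, adjusted p = 4e-06). The monocyte ligands Ccl2 and Ccl7 rose 64.5-fold (adjusted p = 0.000219) and 33.5-fold (adjusted p = 7.01e-06). The macrophage inflammatory protein genes Ccl3 and Ccl4 rose 58.5-fold (adjusted p = 5.27e-06) and 18.4-fold (adjusted p = 4.34e-06). Ccl11, the eosinophil ligand eotaxin, rose 3.32 on the log2 scale (adjusted p = 0.000115). Ccl22, a ligand for regulatory T lymphocytes, rose 8.24-fold (adjusted p = 0.0125), with an adjusted p of 0.0562 without control 1 and 0.076 without control 3. The gene that missed the threshold was the one for the mucosal ligand of CCR6, at 3.66-fold for Ccl20. The study chose this group on these arrays, so it is not independent evidence of the direction. Of 20 chemokine genes of the CC, XC and CX3C families, 9 were higher, 0 were lower and 11 did not pass (10 higher adjusted over the list alone; median 1.37, camera adjusted p = 4.18e-20, and 0.00193 with an estimated correlation). All 9 are also in the paper's group, so this list is not independent evidence either. Ccl8 (log2 change -0.12, adjusted p = 0.958) and Ccl24 (0.06, adjusted p = 0.982) were among those not called.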

The LPS-induced differentially expressed genes were significantly associated with transcriptomic profiles observed in intestinal inflammatory disorders such as colitis (C0009319) and IBD (C0021390, Fig. 2b, Supplementary Table 5). We then compared the differential transcriptomic profile induced by LPS in ENS primary cultures to the transcriptomic profiles observed in intestinal tissue of UC patients (GSE92415 and GSE87466, control vs. UC). Overlap was observed for a total of 20 genes when comparing most significantly DEG between the different data-sets (Fig. 3a). In particular, genes related to chemokine activity, including Cxcl1, Cxcl2, Cxcl5, Cxcl9 and Cxcl10 were significantly enriched amongst the overlapping hits (Fig. 3b, Supplementary Table 6).

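Of the 20 genes that the paper shares between the LPS response and ulcerative colitis, 18 were higher with LPS in the ENS primary cultures, 0 were lower and 2 did not pass the test in limma (20 higher adjusted over the list alone; median log2 change 3.15). The 7 called CXC chemokines are among the 18. Of the other genes, Fpr1, a receptor for bacterial formyl peptides, rose 48.4-fold (adjusted p = 0.000723). The complement gene C3 rose 9.61-fold (adjusted p = 0.00332) and the hyaluronan-binding protein gene Tnfaip6 4.22-fold (adjusted p = 0.000454). Lcn2, which encodes a protein that withholds iron from bacteria, rose 8.22-fold (adjusted p = 0.0355). The prostaglandin synthase gene Ptgs2 rose 5.66-fold (adjusted p = 0.0338), and the immune checkpoint ligand gene Cd274 6.03-fold (adjusted p = 0.0141). Socs3, a feedback inhibitor of cytokine signalling, rose 4.68-fold (adjusted p = 0.00998), and the phosphodiesterase gene Pde4b 1.94 on the log2 scale (adjusted p = 0.00876). Duoxa2 (2.90, adjusted p = 0.0517), which matures an epithelial oxidase, and the metalloproteinase gene Mmp10 (2.18, adjusted p = 0.304) did not pass.
Single arrays decided some of these calls. The adjusted p of Ptgs2 was 0.0669 without control 1, 0.157 without control 3, 0.116 without LPS 2 and 0.162 without LPS 3. That of Lcn2 was 0.164 without control 1, 0.13 without control 3, 0.157 without LPS 1, 0.116 without LPS 2 and 0.0677 without LPS 3. Cd274 reached 0.0669 without control 1, 0.0731 without control 3 and 0.0681 without LPS 2. Socs3 reached 0.0581 without control 1 and 0.0598 without control 3, and Pde4b 0.0542 without control 3 and 0.053 without LPS 3. The genes were chosen by the study on these arrays, so their direction is not independent evidence. The tissue of patients was not analysed here.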

**Fig. 2:**
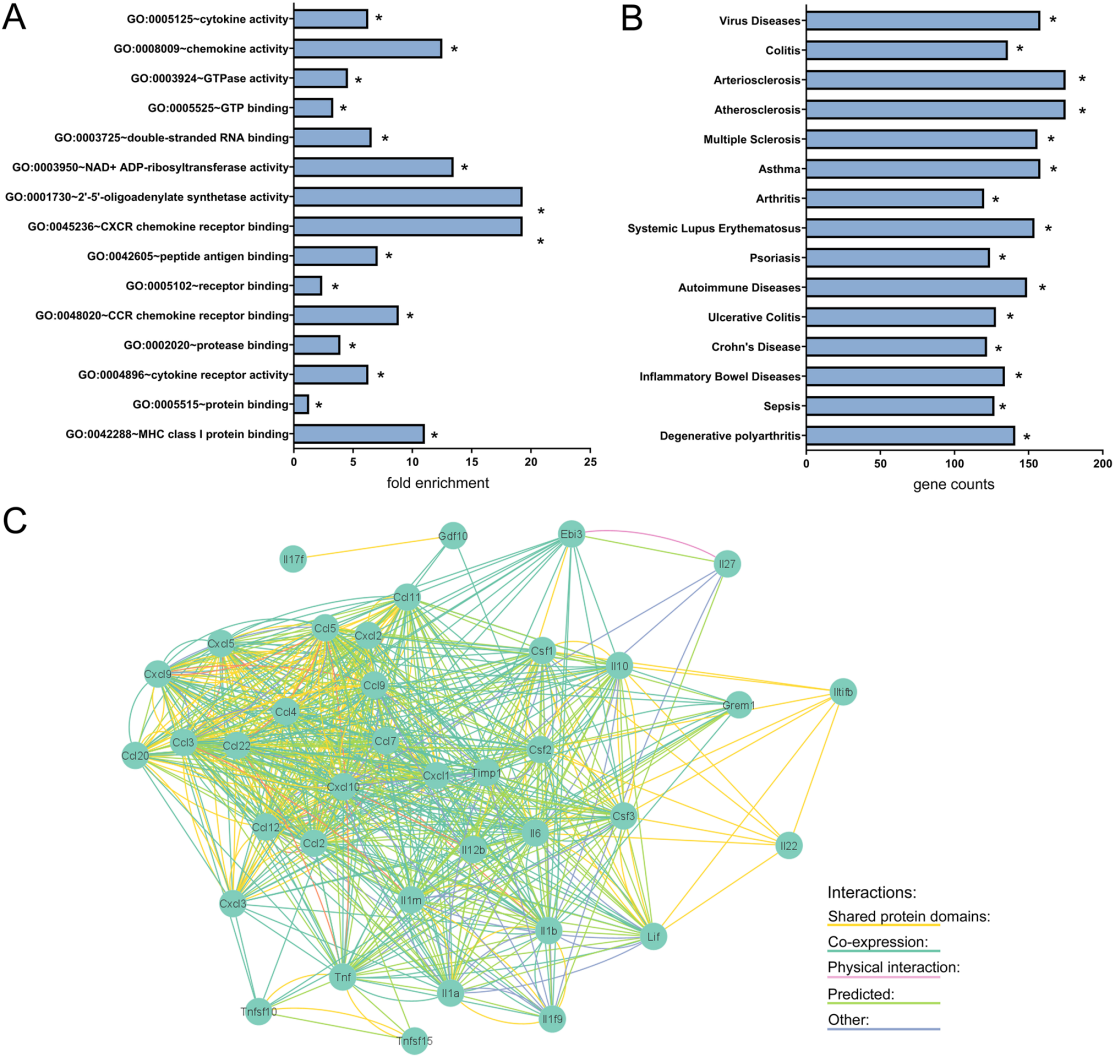
Gene ontology (GO) analyses of LPS-treatment on ENS primary cultures. Primary cultures of ENS were incubated with LPS at 10 ng/ml for 6 h. **a** Top 15 GO-molecular pathways fold enrichment in LPS-treated ENS primary cultures in comparison to control. **b** Gene counts present in the top15 most significant diseases associated with the altered transcriptomic profile observed in LPS-treated ENS primary cultures. **c** Interaction network of cytokines and chemokines hits (GO:0005125) significantly induced by LPS in ENS primary cultures.*FDR-p-value < 0.05

**Fig. 3:**
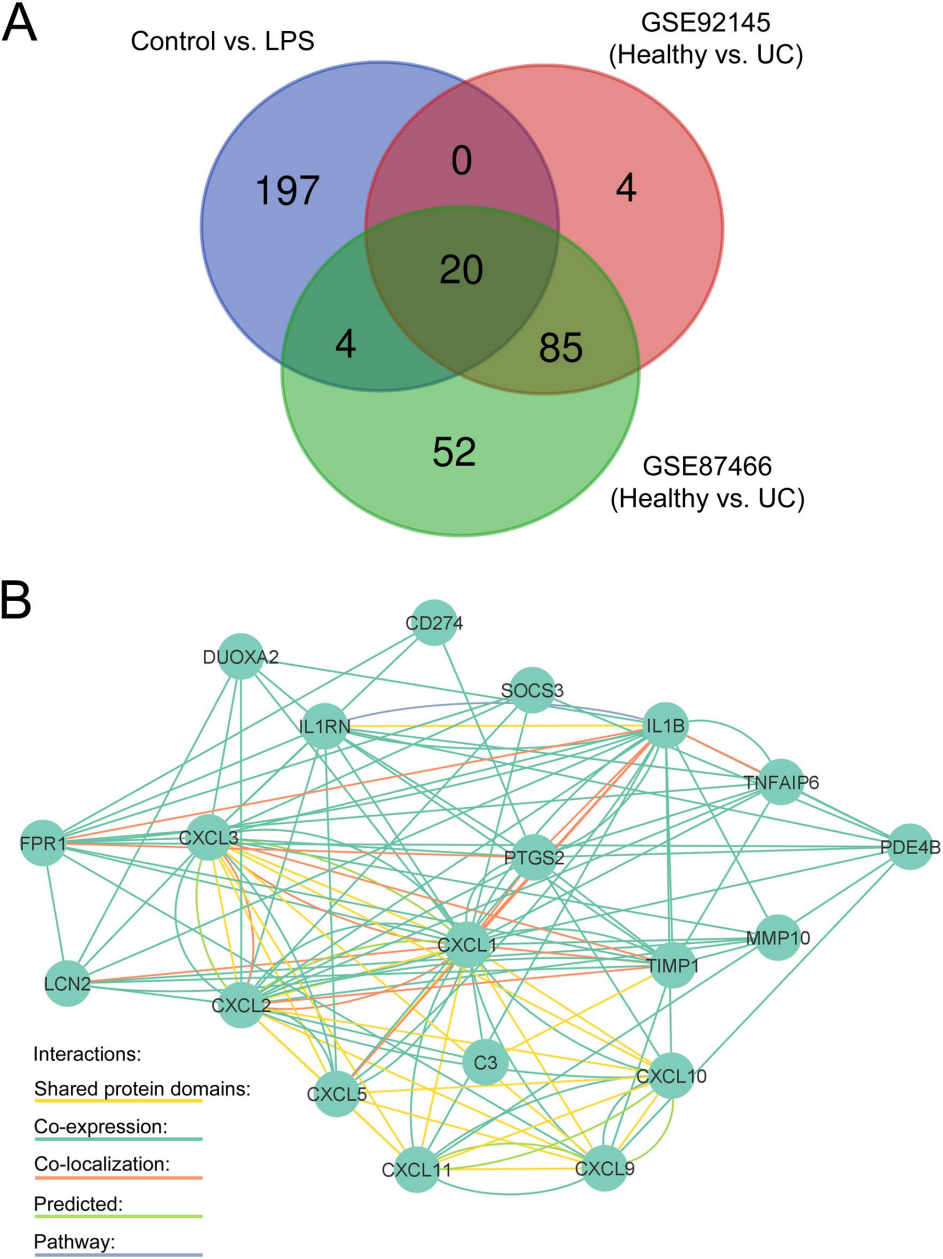
Overlap between LPS-induced ENS primary cultures and ulcerative colitis (UC) transcriptomic profiles. **a** Venn diagram showing overlapping differentially expressed genes (DEGs) observed in LPS-treated ENS primary cultures (control vs. LPS) in comparison to DEGs observed in mucosal tissues of UC patients (GSE92415, GSE87466, control vs. UC, for fold-change > 4 and FDR-p-value < 0.05). **b** Interaction network of overlapping DEGs observed in **a**

### 6-MP has Limited Impact on LPS-Induced Transcriptomic Profile in ENS Primary Cultures

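Akr1c18, a steroid dehydrogenase gene, had the largest change among the genes that passed the paper's unadjusted threshold when 6-MP was given without LPS, at 2.92-fold higher (log2 change 1.54, SE 0.38), and no gene passed the adjusted one. The gasdermin genes Gsdmc3 (-1.25, SE 0.48) and Gsdmc2 (-1.0, SE 0.43) were lower, as was the secreted ribonuclease gene Rnase1, at least 1.40-fold as a bound, since its 6-MP mean lay under the level of silent genes. Gsdmc, whose product the paper's discussion names, had a log2 change of -0.85 and did not reach the fold of 2, against -1.33 in the paper. Atf7ip, a chromatin regulator gene, was 2.34-fold higher (1.23, SE 0.25). The decoy receptor genes Tnfrsf22 (1.16, SE 0.37) and Tnfrsf23 (1.06, SE 0.36), the interferon-induced GTPase gene Tgtp2 (1.12, SE 0.50), the dynein gene Dnah8 (1.10, SE 0.35) and the epoxide hydrolase gene Ephx1 (1.08, SE 0.28) were higher too. Each of these genes had an adjusted p of 1 in limma. The log2 change of Il6 (0.13, SE 0.59) was smaller than its standard error, and Tnf had a 6-MP mean of 5.59, under the level of silent genes, so no size is given for its change.
Over all clusters limma called 0 genes at an adjusted p (lowest adjusted p = 1), 472 at an unadjusted p under 0.05 and 14 at an unadjusted p and a fold of at least 2, 11 higher and 3 lower. The 472 are fewer than the 5% of unchanged genes that passed in simulations with independent deviations. In simulations with deviations alike in every group, 2.47% passed. If the groups share such deviations, the fit is conservative, so 0 adjusted calls do not show that 6-MP has no effect. The methods' t-test gave 0 and 5 at the adjusted and the unadjusted threshold with the fold. The arrays of both groups did not overlap in 8 of the 14. Over all 22206 clusters they did not in 1313, where chance gives 10%. Leaving out 1 array of either group raised the count of 14 to 33 (control 1), 24 (control 2), 32 (control 3), 45 (6-MP 1), 28 (6-MP 2) or 31 (6-MP 3). Gsdmc3 lost its unadjusted call without control 1 (p 0.0503), control 2 (0.0709), 6-MP 2 (0.125) or 6-MP 3 (0.0735). Gsdmc2 lost it without any array of both groups but 6-MP 1, with p values of 0.0685 to 0.165. Tnfrsf23 lost it without control 3 (p 0.0659) or 6-MP 2 (p 0.0619), Tgtp2 without control 3 (p 0.172) or 6-MP 1 (p 0.23), and Rnase1 without control 2 (p 0.264), 6-MP 2 (p 0.144) or 6-MP 3 (p 0.103). Tnfrsf22, Dnah8 and Ephx1 fell under the fold of 2 without 6-MP 2 (log2 changes 0.76, 0.93 and 0.84), and Atf7ip, Ephx1 and Dnah8 without control 2 (0.98, 0.94 and 0.86).
Of 35 gene lists 10 were called by camera at its preset correlation and 0 with an estimated one. The 18 genes of the amino acid response all lay below 0 (median -0.20, adjusted p = 0.000825, and adjusted p = 0.269 with an estimated correlation), and 8 of 9 gasdermin genes did (median -0.22, adjusted p = 0.00174, and 0.269 with an estimated correlation), in a list that holds genes from the paper's 6-MP tables of these arrays. Resting macrophage genes had a median of -0.38 (adjusted p = 1.32e-05, and 0.269 with an estimated correlation). This direction was not particular to them. Mean log2 values in controls and with 6-MP were 10.52 and 10.35 for general macrophage genes, 12.44 and 12.27 for fibroblast genes and 9.8 and 9.453 for acinar genes. Lists of neurons (median 0.03, adjusted p = 0.785), purine synthesis (-0.003, 0.785) and NRF2 targets (-0.11, 0.384) were not called. On principal component 1, which held 34.8% of the variance, 6-MP arrays ranged from -46.0 to -24.1 and control arrays from -45.5 to -24.5.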

As observed in principal component analysis, 6-MP treatment had low impact per se on the transcriptomic profile of ENS primary cultures in comparison to control conditions (Fig. 4a, compare 6-MP to control group, Supplementary Table 7). Under LPS-stimulation, based on their transcriptomic profile, cells pre-treated with 6-MP formed an individual cluster, which was clearly distinct from control or LPS conditions (Fig. 4a). This distinct transcriptomic profile relied on co-altered expression of 60 genes between LPS-treated ENS primary cultures and cultures treated with LPS and 6-MP in combination, although single differential expression of these genes did not remain significant after FDR-correction (Fig. 4c, d, Supplementary Table 8). 

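Inflammatory genes also rose with LPS in the presence of 6-MP. Tnf rose by at least 7.32 on the log2 scale from 6-MP to LPS + 6-MP (adjusted p = 5.92e-06 from limma), to 13.35 ± 0.88 (SD, n = 3 arrays). Il6 rose 6.45 (SE 0.59, adjusted p = 8.83e-05), Il1b 7.37 (adjusted p = 8.24e-06) and Cxcl10 7.69 (adjusted p = 1.32e-05). Cxcl5 rose 5.96 (adjusted p = 0.000176) against 7.41 without 6-MP, Cxcl9 at least 5.67 (adjusted p = 4.81e-05) against at least 7.03, Cxcl11 4.69 (adjusted p = 0.0306) against at least 5.99 and Saa3 5.13 (adjusted p = 0.00182) against 6.32, each with an adjusted p of 1 for the difference. The bounds of Tnf and Cxcl9 are against 6-MP means under the level of silent genes. Of the 356 clusters called without 6-MP, 355 changed in the same direction with 6-MP and 279 were called in both comparisons. Fabp7, a gene of enteric glia and radial glia, fell by 1.69 with LPS under 6-MP (adjusted p = 0.0436) and was not called without 6-MP (-1.34, adjusted p = 0.146). Its call was lost without 6-MP 1 (adjusted p 0.146), 6-MP 3 (0.199), LPS + 6-MP 1 (0.0849) or LPS + 6-MP 3 (0.186). The difference between these changes was not past the threshold, since limma called 0 clusters for the interaction of LPS and 6-MP (434 at an unadjusted p under 0.05, 67 of them with a fold of at least 2).
Over 461 clusters called by LPS averaged over both 6-MP levels, the LPS change with 6-MP was 0.933 of that without it. It was 0.934 with all values under 5.78 set to that level. Single arrays left out gave 0.853 (6-MP 3) to 1.03 (6-MP 1), and a replicate number left out of all groups 0.876 (number 2) to 1 (number 1). Each number alone gave 0.731, 0.981 and 0.977, although deviations from the group means do not follow the numbers. An exact sign-flip test of these 3 values against 1 gave p = 0.25, the smallest that 3 values allow. Random error in the changes without 6-MP also draws such a slope below 1, so 0.933 does not show a damping by 6-MP. On principal component 1 the LPS + 6-MP arrays (32.1 to 38.7) overlapped the LPS arrays (30.7 to 38.9) and were apart from control and 6-MP arrays. Of the variance on this component, 96.7% lay between LPS levels and 7.19e-05% between 6-MP levels. Component 2 held 25.0% of the variance, of which 1.44% lay between the 4 groups.

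**Figure D3:**
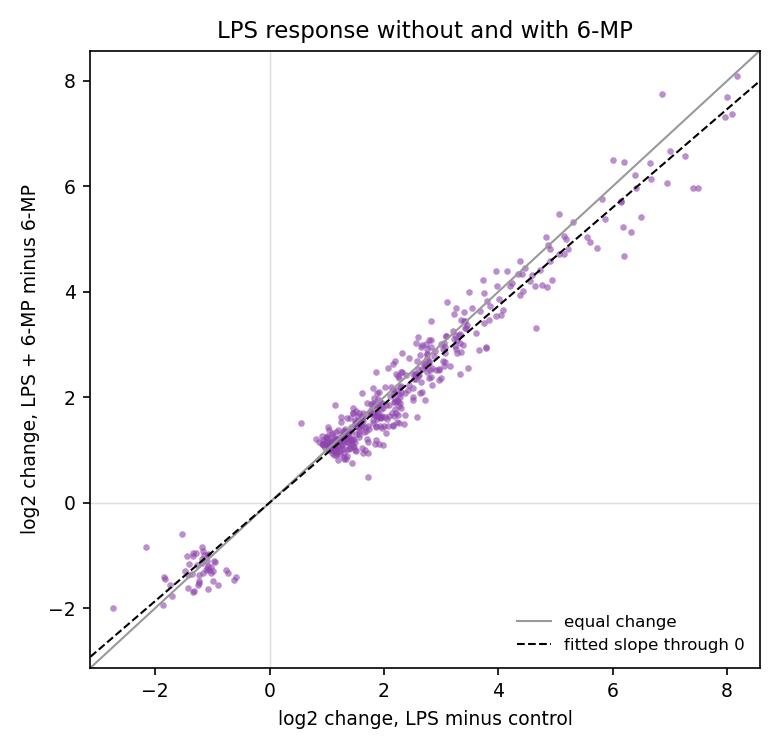
Log2 changes with LPS with 6-MP (LPS + 6-MP minus 6-MP, y axis) and without it (LPS minus control, x axis) of 461 clusters. The grey line marks equal changes and the dashed line the slope through 0, 0.933.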

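Under LPS, genes of bile acid handling and a linker histone gene were lower with 6-MP and the decoy receptor genes were higher, all at unadjusted p values only. Fabp6, which encodes the ileal bile acid-binding protein, was 3.81-fold lower (log2 change -1.93, SE 0.42). Nr1h4, the gene of the bile acid receptor FXR, had a change of -1.10 (SE 0.34) and the bile acid transporter gene Slc10a2 one of -1.18 (SE 0.38). The linker histone gene H1f1 (Hist1h1a) was 2.35-fold lower (-1.23, SE 0.22), and the tight junction gene Cldn8 (-1.46, SE 0.46) and the carbonic anhydrase gene Car12 (-1.28, SE 0.39) were lower too. Tnfrsf22 was 2.58-fold higher (log2 change 1.37, SE 0.37), Dnah8 1.28 (SE 0.35) and Tnfrsf23 1.21 (SE 0.36). Every one of these genes had an adjusted p of 1 in limma, and the lowest adjusted p of all clusters was 0.795, for Tmem100, whose means lay under the level of silent genes in both groups.
Limma called 0 clusters at an adjusted p, 800 at an unadjusted p under 0.05 and 26 at an unadjusted p and a fold of at least 2, of which 9 were higher and 17 lower. The 800 are fewer than the 4.91% of unchanged genes that passed in simulations with independent deviations. They are more than the 2.48% with deviations alike in every group. The methods' t-test called 0 and 18 at the adjusted and the unadjusted threshold with the fold. In 21 of the 26 clusters the arrays of both groups did not overlap. Over all 22206 clusters they did not in 1840, where chance gives 10%. The count of 26 was 204 without LPS + 6-MP 1, 61 without LPS 1, 51 without LPS 2, 53 without LPS 3, 51 without LPS + 6-MP 2 and 42 without LPS + 6-MP 3. Of the paper's 60 genes all 60 changed in the paper's direction, 21 passed the unadjusted threshold with the fold (5 higher, 16 lower), and 4 higher and 11 lower passed when adjusted over the list alone. The 60 genes were chosen on these arrays, so this is not independent evidence of direction. Nr1h4 fell under the fold of 2 without LPS 2 (-0.90) or LPS + 6-MP 3 (-0.98), Slc10a2 without the same arrays (-0.99 and -0.86), Dnah8 without LPS 2 (0.88) and Tnfrsf23 without LPS + 6-MP 1 (1.00).
Of 35 lists camera called 12 at its preset correlation and 0 with an estimated one. The histone list (11 of 12 genes below 0) had a median of -0.39 (adjusted p = 1.55e-09, and adjusted p = 0.135 with an estimated correlation), and 1 of its genes passed when adjusted over the list alone. The p53 target list (27 of 30 genes above 0) had a median of 0.27 (adjusted p = 0.000142, and 0.43 with an estimated correlation). The bile acid list had a median of -1.06 with 5 of 7 genes below 0 (adjusted p = 0.000239, and 0.333 with an estimated correlation). The histone, p53 target, bile acid and decoy receptor lists hold genes from the paper's own tables of these arrays, which had been seen when the lists were written. Lists of interferon-stimulated genes (median -0.11, adjusted p = 0.579) and of CXC chemokines (-0.18, adjusted p = 0.141) were not called. Lists of the NF-κB pathway (-0.15, adjusted p = 0.0247), MHC class I (-0.20, 0.0409), CC chemokines (-0.18, 0.0495), neurons (-0.30, 0.000878) and epithelium (-0.30, 0.0208) were called lower at the preset correlation, and had an adjusted p of 0.623, 0.629, 0.434, 0.623 and 0.668 with an estimated one. Of the genes in the paper's ontology groups, chosen on these arrays, 16 of 17 chemokines and 32 of 38 cytokines lay below 0.

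**Figure D4:**
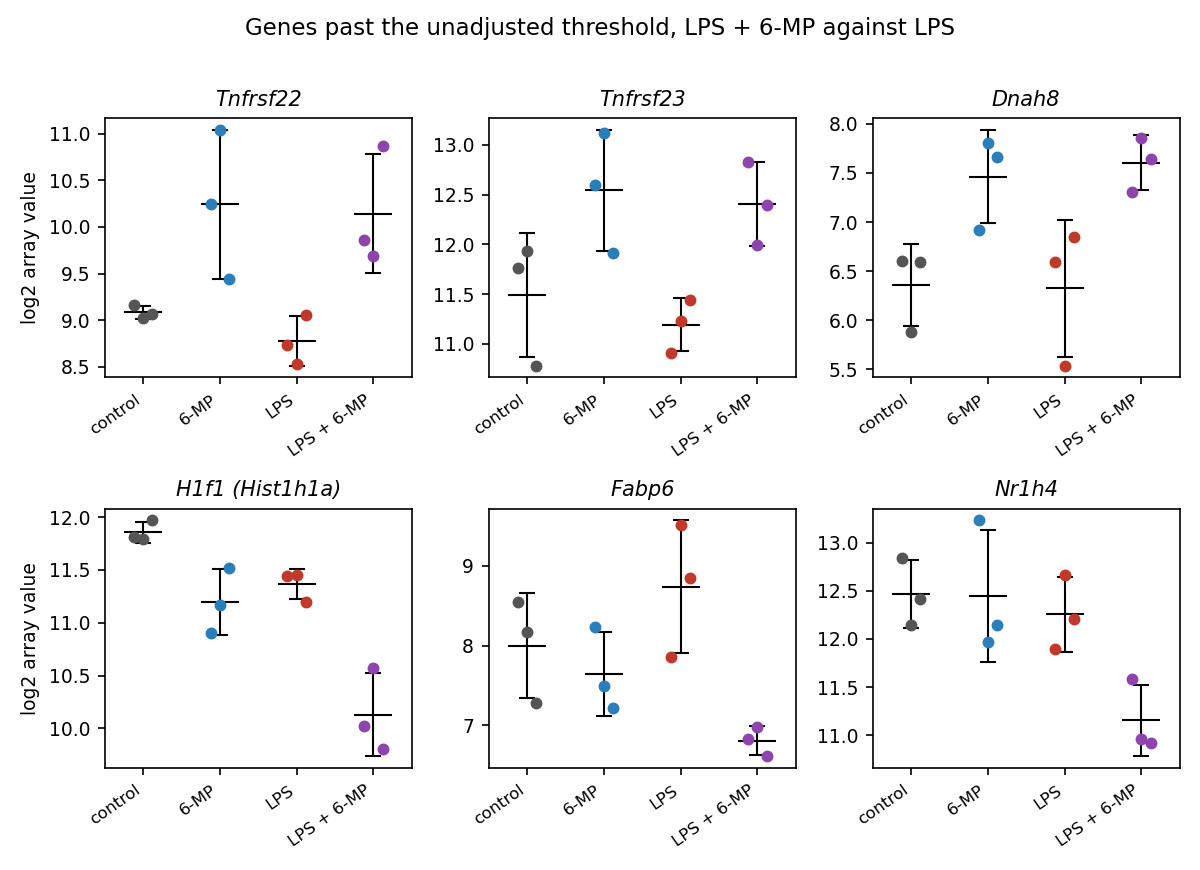
Log2 values per array of Tnfrsf22, Tnfrsf23, Dnah8, H1f1 (Hist1h1a), Fabp6 and Nr1h4 in the 4 groups (points: arrays; bars: mean ± SD, n = 3). With LPS + 6-MP, Tnfrsf22 lies 1.37 above LPS and Fabp6 1.93 below it as group means.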

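Cxcl9, Ccl12 and Stra6 were raised by LPS and lower with LPS + 6-MP than with LPS. Cxcl9 had a log2 change of -1.28 with 6-MP (SE 0.51), against its LPS rise of at least 7.03. Ccl12, which encodes a monocyte chemokine, rose 8.39-fold with LPS (adjusted p = 0.000566) and had a change of -1.09 (SE 0.37) with 6-MP. Without LPS, Ccl12 was lower with 6-MP too, at 7.18, 7.27 and 6.42 against 8.39, 7.44 and 7.96 in controls. Its log2 rise with LPS was 3.07 without and 2.95 with 6-MP, so its lower level is not a smaller response to LPS. Stra6, the gene of a vitamin A transporter, rose 3.29-fold with LPS (adjusted p = 0.000699) and had a change of -1.08 (SE 0.21) with 6-MP. The Zfp808 and BC052688 cluster went the opposite way, lower with LPS and higher with LPS + 6-MP. Cxcl5 had a change of -1.14 (SE 0.59) with 6-MP and did not pass the unadjusted threshold. It passed in a fit to the compared groups only, without LPS + 6-MP 3 and with 2 components of the residuals as covariates, a fit chosen after the data were seen. The main fit did not pair arrays. In the LPS and LPS + 6-MP arrays whose deviations correlated best (r = 0.647, 0.433 and 0.502), Cxcl5 was 13.47 and 12.28, 14.6 and 13.53, and 13.37 and 12.2. That pairing was found on these same arrays, and no fit with it was run. By quantitative PCR on more samples, the paper found almost no effect of 6-MP on the LPS-induced transcripts of Cxcl5 and Cxcl9. The adjusted p of each 6-MP change named here was 1 in limma. Cxcl9 missed the unadjusted threshold without LPS 2 (p 0.124) or LPS + 6-MP 3 (p 0.141), Ccl12 did without LPS + 6-MP 3 (p 0.0629), and Stra6 fell under the fold of 2 without LPS 2 (-0.92) or LPS + 6-MP 1 (-0.99).
These 4 clusters pass both thresholds, against 0.256 expected for genes that rise with LPS and are lower with 6-MP, and 0.00851 for the opposite. Both comparisons share the LPS arrays, so chance deviations of these arrays push the changes apart. In 100 simulations of unchanged groups that share arrays in this way, the mean overlap was 8.45, the median was 0 and 3 reached at least the observed overlap. They held no LPS change, whereas 356 clusters were called for LPS here, so they cannot test the observed overlap. The overlap was 8 without LPS 1, 10 without LPS 2, 8 without LPS + 6-MP 1, 7 without LPS + 6-MP 2 and 7 without LPS + 6-MP 3. Of the 15 genes of Supplementary Table 9, all 15 were lower with LPS + 6-MP than with LPS (median -1.0), 4 passed the unadjusted threshold with the fold and 2 passed when adjusted over the list alone. With LPS alone 9 of the 15 were called (13 adjusted over the list alone), among them Serpinb2, an inhibitor of plasminogen activators (at least 19.9-fold, adjusted p = 0.000559), and the LPS-binding protein gene Lbp (7.11-fold, adjusted p = 0.00104). The study chose the 15 on these arrays, so they are not independent evidence of direction.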

As indicated in the Venn diagram, amongst these 60 genes, only 15, including the chemokines *Cxcl5* and *Cxcl9*, also belonged to the group of genes upregulated by LPS, (Fig. 4b, Supplementary Table 9).

**Fig. 4:**
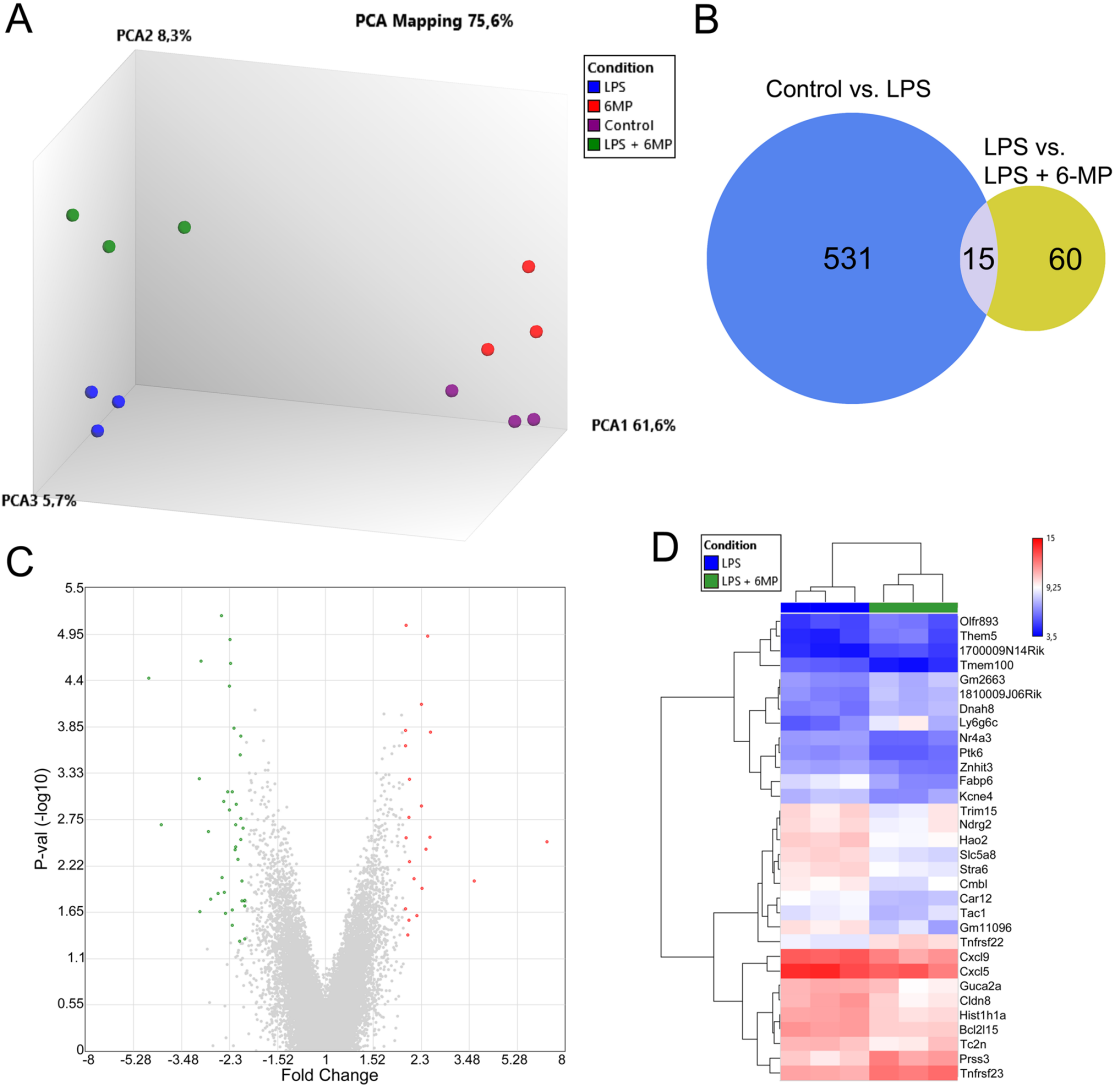
Impact of 6-MP on LPS-induced transcriptomic alterations in ENS primary cultures. Primary cultures of ENS were incubated with LPS at 10 ng/ml for 6 h after pre-treatment for 16 h with 6-MP at 50 µM and compared to untreated control conditions. Principal component analysis (**a**) showing the differential gene expression between primary ENS cultures in control condition or treated with LPS and 6-MP alone or in combination in three independent experiments. Axis 1, 2 and 3 represent 61.6, 8.3 and 5.7% of the total observed variance respectively. Venn diagram (**b**) representing the number of genes differentially expressed and overlapping in LPS vs. control (blue) and in LPS vs. LPS + 6-MP (yellow) conditions. Volcano plots showing the differential gene expression between LPS and LPS + 6-MP conditions (**c**). Red and green dots represent up- and down-regulated genes respectively (fold change >  ± 2 and p-value < 0.05). **d** Hierarchical clustering of the main differentially regulated genes (fold change > 2.2 and <  − 2.2) for ENS primary cultures co-treated with LPS and 6-MP

### 6-MP has Limited Impact on LPS-Induced Expression of Chemokines in ENS Primary Cultures

Quantitative PCR was used to validate the results of the genome-wide expression analysis, with a particular focus on TNF-α, IL-6 and the chemokines *Cxcl1*, *Cxcl2*, *Cxcl5*, *Cxcl9* and *Cxcl10*. LPS stimulation resulted in upregulation of *TNF-α* and *IL-6* expression by 53.8 ± 15.2 and 55.0 ± 15.4-fold respectively after 6 h (Fig. 5a). Similarly, expression of the chemokines *Cxcl1* and *Cxcl2* increased by 107.1 ± 20.8 and 208.0 ± 81.0-fold respectively. *Cxcl5*, *Cxcl9* and *Cxcl10* mRNA expression in primary culture of ENS were upregulated by 112.6 ± 18.6, 728.8 ± 177.7, and 251.2 ± 61.5-fold respectively, confirming the results of the microarray (Fig. 5a). Pre-treatment with 10 or 50 µM 6-MP did not affect the LPS-induced mRNA expression of *TNF-α* and *IL-6* (Fig. 5b, c). LPS-induced TNF-α protein release was significantly reduced after pre-treatment with 50 µM 6-MP (Fig. 5d). LPS-induced IL-6 protein production was not significantly inhibited by pre-treatment with 50 µM 6-MP, as determined by ELISA (Fig. 5e). Pre-treatment of ENS primary cultures with 6-MP showed hardly any effects on the LPS-induced mRNA expression of *Cxcl1*, *Cxcl2*, *Cxcl5*, *Cxcl9* and *Cxcl10* (Fig. 6a–e). Pre-treatment with 50 µM 6-MP inhibited the LPS-induced protein production of Cxcl5 by 22.9% (Fig. 6h) but had no impact on the release of the chemokines Cxcl1, Cxcl2, Cxcl9 and Cxcl10 (Fig. 6f–j).

**Fig. 5:**
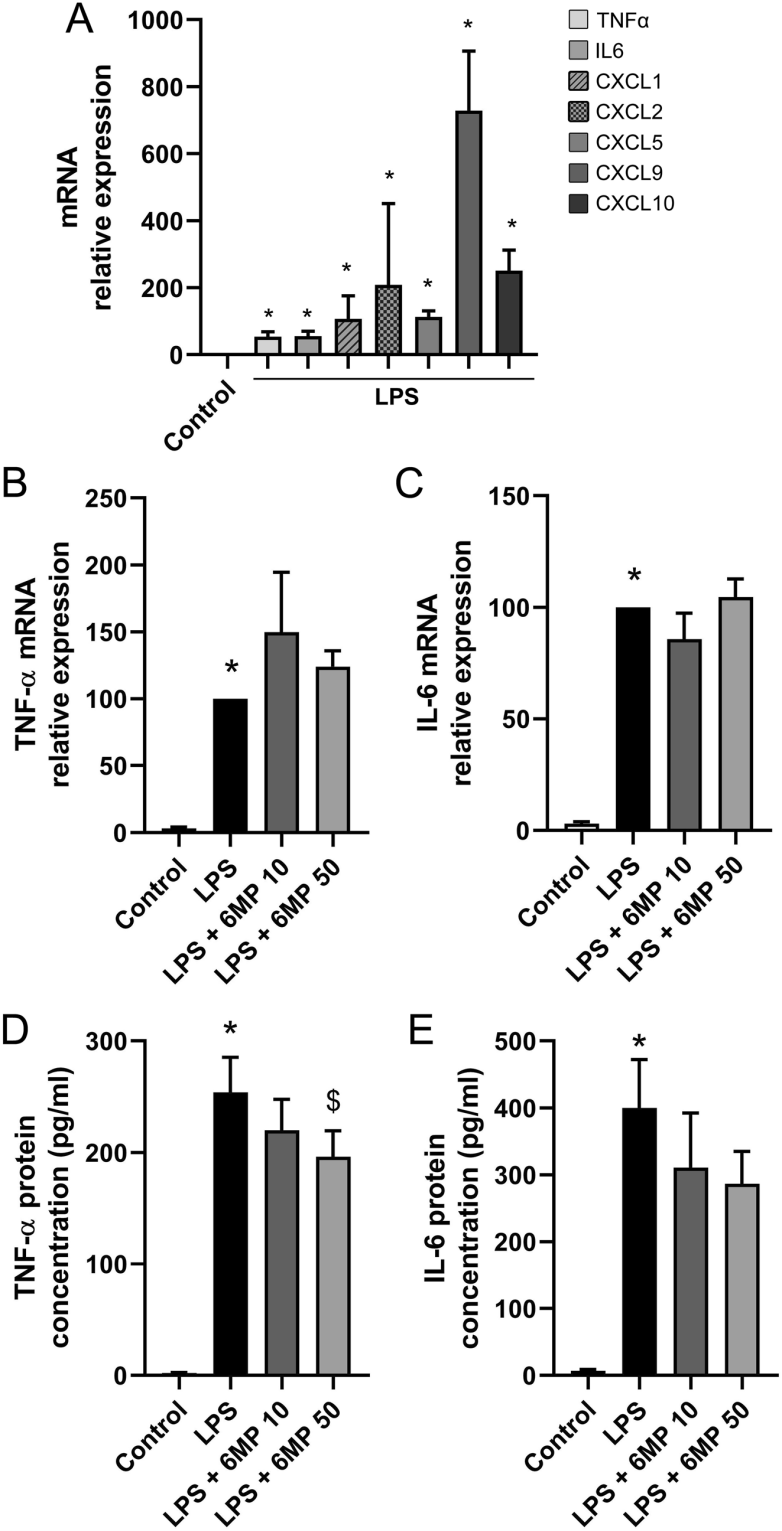
Impact of 6-MP on LPS-induced expression of selected cytokines and chemokines in ENS primary cultures. LPS at 10 ng/ml for 6 h induced the mRNA expression of the inflammatory mediators *TNF-α*, *IL-6*, *Cxcl1*, *2*, *5*, *9* and *10*, as determined by qPCR (**a**, n = 9–11, data were normalized to control expression). Impact of pre-incubation with 6-MP at 10 and 50 µM for 16 h on LPS-induced mRNA expression of *TNF-α* (**b**) and *IL-6* (**c**) was determined by qPCR (n = 7–11). Data were normalized to LPS conditions. ELISA was used to measure the impact of 6-MP at 10 and 50 µM on LPS-induced protein production of TNF-α (**d**) and IL-6 (**e**, n = 11). Data were normalized to LPS conditions. *p < 0.05 in comparison to control. ^$^p < 0.05 in comparison to LPS

**Fig. 6:**
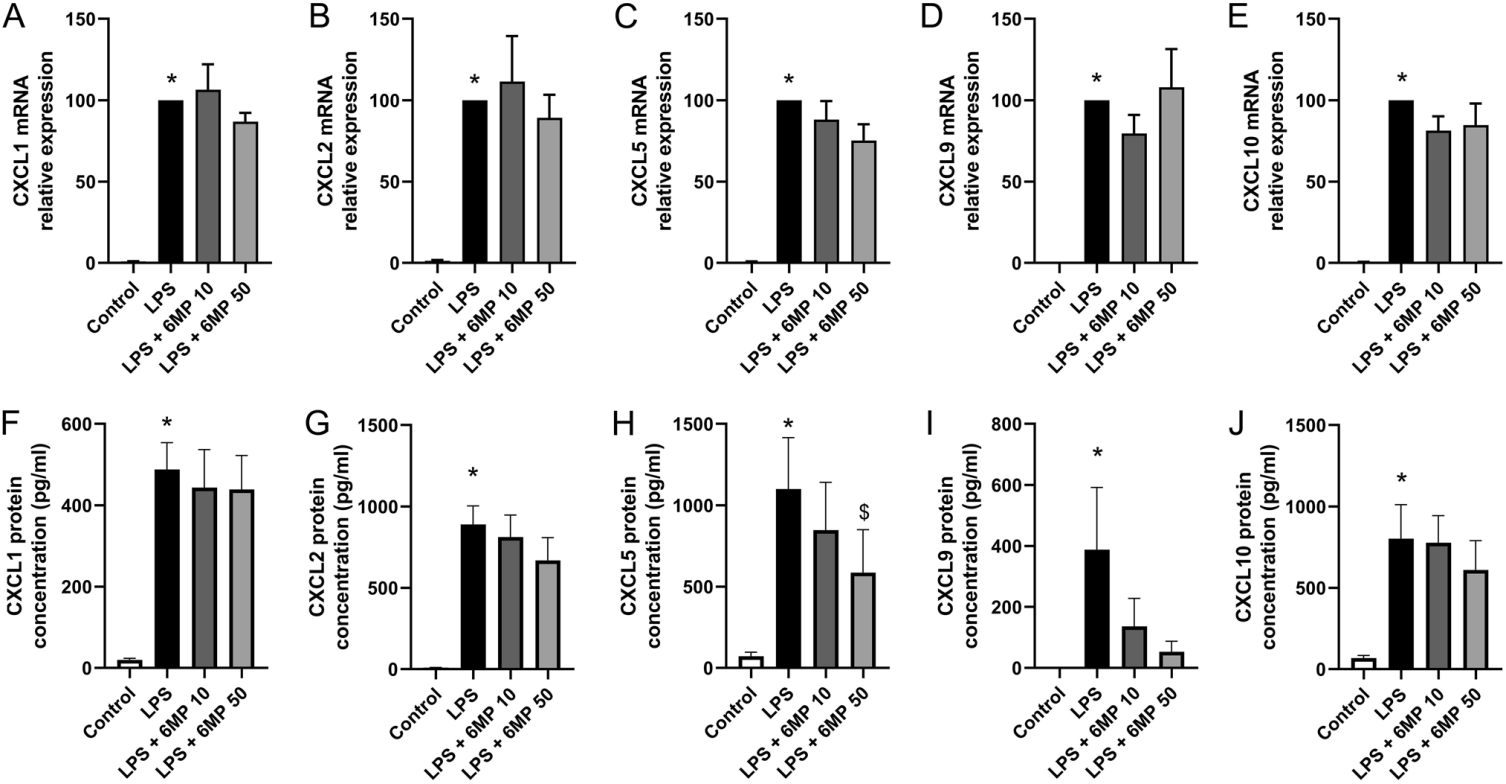
Impact of 6-MP on LPS-induced expression of chemokines *Cxcl1*, *2*, *5*, *9* and *10* in ENS primary cultures. Impact of pre-incubation with 6-MP at 10 and 50 µM for 16 h on LPS-induced (10 ng/ml, 6 h) mRNA expression of *Cxcl1* (**a**), *Cxcl2* (**b**), *Cxcl5* (**c**), Cxcl9 (**d**) and *Cxcl10* (**e**) was determined by qPCR (n = 9–11). Data were normalized to LPS conditions. Protein production of Cxcl1 (**f**), Cxcl2 (**g**), Cxcl5 (**h**), Cxcl9 (**i**) and Cxcl10 (**j**) was determined by ELISA (n = 10). *p < 0.05 in comparison to control. ^$^p < 0.05 in comparison to LPS

### Chemokines Expression is Upregulated by TNF-α and IL-1β in EGC

To address whether EGC may represent a potential source of inflammatory mediators, we analyzed the expression of TNF-α, IL-6, and the chemokines Cxcl1, Cxcl2, Cxcl5 and Cxcl10 in an EGC line (referred thereafter as JUG2) in response to inflammatory stimuli. LPS treatment failed to induce the expression of any of the cytokines or chemokines analyzed (Fig. 7a). Since the JUG2 cell line was not responsive to LPS, JUG2 cells were treated with TNF-α and IL-1β in combination (T + I), in presence or absence of 6-MP. At mRNA level, expression of *IL-6* was induced by 160.0 ± 49.6-fold by treatment with T + I for 24 h, whereas expression of *TNF-α* was induced by 13.2 ± 2.7-fold. The expression of the chemokines *Cxcl1*, *Cxcl2*, *Cxcl5* and *Cxcl10* was induced by 238.3 ± 66.1, 7333.0 ± 2521.0, 536.8 ± 104.9 and 15.1 ± 2.7-fold respectively by T + I after 24 h treatment in JUG2 cells (Fig. 7b). Pre-treatment of JUG2 cells with 50 µM 6-MP inhibited the T + I-induced mRNA expression of *TNF-α* by 67.7 ± 6.6% (Fig. 7c). Pre-treatment with 6-MP did not affect the T + I-induced IL-6 expression neither at mRNA nor at protein level (Fig. 7d, e).

**Fig. 7:**
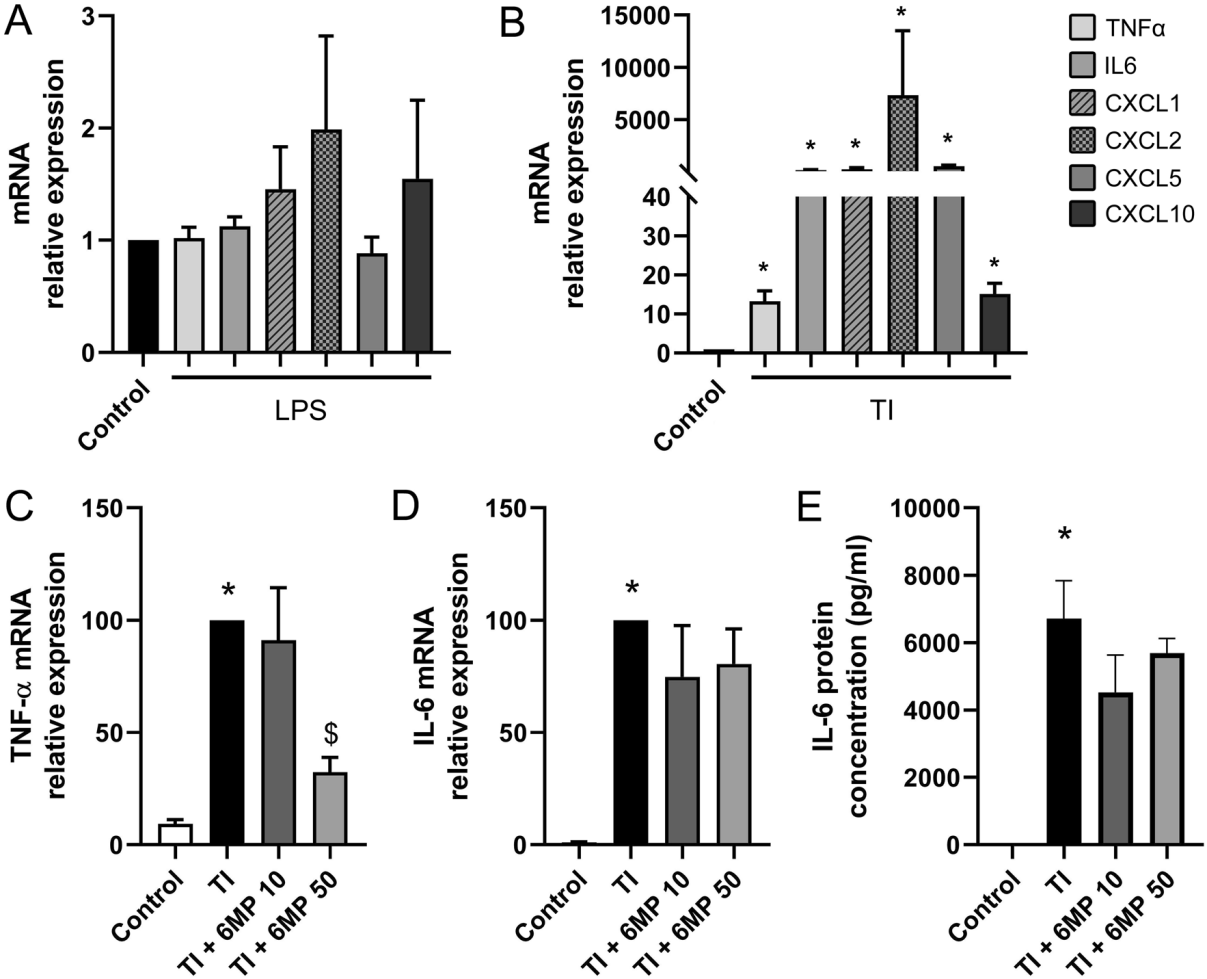
Impact of 6-MP on TI-induced expression of selected cytokines and chemokines in JUG2 cells. Impact of 10 ng/ml LPS (**a**) and combination of TNF-α and IL-1β (TI), 100 ng/ml respectively, for 24 h on mRNA expression of *TNF-α*, *IL-6*, *Cxcl1*, *Cxcl2*, *Cxcl5* and *Cxcl10*, as determined by qPCR (**b**, n = 4–6, data are normalized to untreated control expression). Impact of pre-incubation with 6-MP at 10 and 50 µM for 16 h on TI-induced mRNA expression of *TNF-α* (**c**) and *IL-6* (**d**) was determined by qPCR (n = 6). Data were normalized to TI conditions. ELISA was used to measure the impact of 6-MP at 10 and 50 µM on TI-induced protein production of IL-6 (**e**, n = 6, data are normalized to TI conditions). *p < 0.05 in comparison to control. ^$^p < 0.05 in comparison to TI

### 6-MP has Limited Impact on the Expression of Chemokines Induced by TNF-α and IL-1β in EGC

T + I-induced mRNA expression of *Cxcl1* and *Cxcl2* was reduced respectively by 24.2 ± 7.3 and 59.2 ± 5.1% by treatment with 50 µM 6-MP (Fig. 8a and b). T + I-induced mRNA expression of *Cxcl5* was inhibited by pre-treatment with 10 µM and 50 µM 6-MP by 50.3 ± 8.1 and 53.8 ± 7.6% respectively (Fig. 8c). However, no impact of 6-MP pre-treatment at either concentration was observed on Cxcl5 protein production (Fig. 8d). Similarly, pre-treatment with 10 µM and 50 µM 6-MP inhibited the T + I-induced mRNA expression of *Cxcl10* by 62.2 ± 8.9% and 75.4 ± 2.6% respectively but did not altered T + I-induced Cxcl10 protein release (Fig. 8e, f). Of note, no induction of Cxcl9 protein was detected after combined T + I treatment in JUG2 cells (data not shown).

**Fig. 8:**
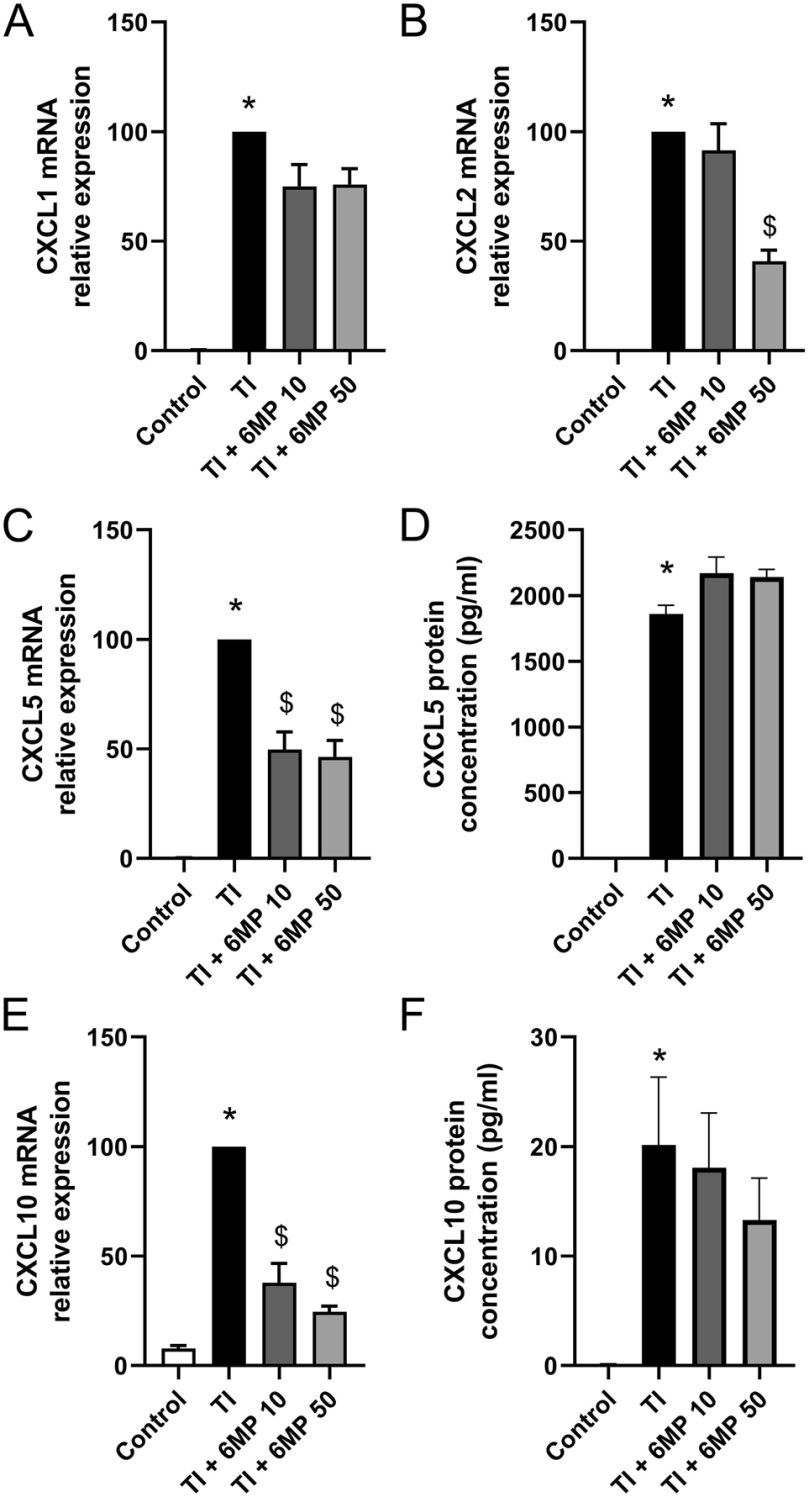
Impact of 6-MP on TI-induced expression of the chemokines *Cxcl1*, *Cxcl2*, *Cxcl5* and *Cxcl10* in JUG2 cells. Impact of pre-incubation with 6-MP at 10 and 50 µM for 16 h on JUG2 cells treated with TNF-α and IL-1β in combination (TI), 100 ng/ml respectively, for 24 h. Expression of *Cxcl1* (**a**), *Cxcl2* (**b**), *Cxcl5* (**c**) and *Cxcl10* (**e**) was determined by qPCR (n = 5–6). Data were normalized to TI conditions. Protein production of Cxcl5 (**d**) and Cxcl10 (**f**) was determined by ELISA (n = 6). *p < 0.05 in comparison to control. ^$^p < 0.05 in comparison to LPS

## Discussion

Increasing evidences indicate that the ENS is an important regulator of intestinal inflammation. Over the last decades, several independent research groups have demonstrated that both enteric neurons and EGC constitute a source of inflammatory cytokines and chemokines [20, 21, 35]. In line with these results, we demonstrate that the ENS expresses a complex profile of inflammatory mediators in response to inflammatory stimuli. In particular, inflammatory stress in ENS primary cultures, as well as in EGC, induces the expression of a broad profile of chemokines, including Cxcl1, Cxcl2, Cxcl5, Cxcl9 and Cxcl10, extending the known inflammatory portfolio of these cell populations.

Enteric neuro-immune interactions are key mechanisms in IBD and induction of chemokine pathways by inflammatory stimuli within the ENS may play an important role in recruiting immune cell populations, such as T-lymphocytes [36], mast cells [37], or macrophages [38] in the intestinal wall. Rat ENS primary cultures have revealed as a suitable model to study ENS functions under inflammatory stress [12]. In our study, using mouse ENS primary cultures, ontology association analyses indicated that the observed LPS-induced inflammatory expression profile was significantly related to the transcriptomic profiles observed in colitis or IBD. This assumption was confirmed by comparing our results to intestinal transcriptomic profiles of UC patients, supporting the rational to use ENS primary cultures to study chemokines activation under inflammatory stress. Most particularly, these results support the involvement of broad chemokine pathways in the inflammatory active phases of IBD and are in line with recent data of the literature based on the analysis of additional publicly available genome-wide data-sets of UC patients [39]. In support of this data, expression of Cxcl1 [9] and Cxcl2 [40, 41] has also been shown to be increased in intestinal mucosal biopsies of IBD patients in additional independent studies. Similarly, Cxcl9 expression is up-regulated in UC [9], and Cxcl5 is one of the main chemokines expressed in intestinal tissue of Crohn’s disease patients [42]. Moreover, increased expression of Cxcl10 and its receptor Cxcr3 has been confirmed in intestinal biopsies of IBD patients [43].

Importantly, using the EGC cell line JUG2, we demonstrated that EGC themselves represent an important source of chemokines under inflammatory stress. In particular, although the JUG2 cell line remained insensitive to LPS stimulation, our data clearly indicates that Cxcl1, Cxcl2, Cxcl5 and Cxcl10 belonged to the main chemokines induced by inflammatory stress in EGC, although induced Cxcl10 production remained at relatively low levels in JUG2 cells. In line with our results, induced *Cxcl2* and *Cxcl10* expression has been previously demonstrated in primary cultures of human EGC after combined stimulation with LPS and interferon-γ [44]. Induced expression of Cxcl5 has also been observed in EGC-derived gliospheres after stimulation with LPS [35]. Interestingly, inflammation-induced expression of Cxcl5 has been observed in intestinal epithelial cells in IBD patients, as well as in the caco-2 cell line, but contribution of the ENS as a potential source of inflammatory mediators was not addressed in these early studies [45–47]. Although it remains unclear to which extend the ENS contributes to chemokines release in IBD patients, our results clearly indicate that ENS cell populations and in particular EGC may constitute a significant source of chemokines of the CXCL-family in intestinal tissues under inflammation.

6-MP has been widely used for the clinical treatment of IBD [23] and recent studies have given evidences for direct anti-inflammatory properties of 6-MP [25, 28, 48]. In particular, 6-MP was shown to inhibit the induced expression of *TNF-α*, *IL-6* and *Cxcl1* in airway epithelial cell lines under inflammatory stress [48]. Similarly, LPS-induced mRNA and protein expression of *TNF-α* is inhibited by 6-MP in microglia in a process involving the NF-κB pathway [28].

In our study, potential direct anti-inflammatory properties of 6-MP were rather limited both in EGC, as well as in ENS primary cultures. Indeed, in ENS primary cultures, protein expression of TNF-α and Cxcl5 were in part inhibited by pre-treatment with 6-MP, without any alterations of mRNA expression. These results suggest that 6-MP may lead to substantial post-transcriptional alterations of TNF-α and Cxcl5 release, without interfering directly with NF-κB transcriptional activity in this complex cellular model. On the opposite, 6-MP inhibition of inflammation-induced mRNA expression of *Cxcl5* and *Cxcl10* was not associated with any reduction of chemokines release in the JUG2 cell line. Although intriguing, the observed differences between primary cultures and JUG2 cells may rely on the differential activity of 6-MP in these models. For instance, anti-inflammatory effects of 6-MP observed in ENS primary cultures might rely on post-translational mechanisms involving gasdermin C (GSDMC), as gasdermins have been shown to regulate cytokines release at the plasma membrane [49]. Additionally, the mixed cell composition of ENS primary cultures may mitigate the effects of 6-MP by yet unidentified mechanisms. Characterization of the enzymatic machinery expressed by ENS cell population should bring important information on this aspect in future studies.

Until now, little is known about the molecular pathways involved in the mediation of direct anti-inflammatory effects of 6-MP. In microglia, decreased TNF-α production by 6-MP has been proposed to rely in part on orphan nuclear receptor Nur77-mediated transcriptional inhibition and concomitant translational repression involving the PI3K/Akt/mTOR pathways [28]. Noteworthy, neither increased expression of Nur77 nor activation of mTOR signaling pathways were observed in our transcriptomic analysis, suggesting that alternative cellular mechanisms are involved in the mediation of 6-MP effects in the ENS. However, further experiments are required to fully evaluate the potential involvement of these pathways in our model.

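Nr4a1, the gene of the receptor Nur77, had a log2 change of 0.02 (SE 0.23, adjusted p = 1 from limma) between LPS + 6-MP and LPS and of -0.07 (SE 0.23) between 6-MP and control. The related receptor gene Nr4a2 changed by -0.23 (SE 0.35) and -0.44 (SE 0.35) in the same comparisons. Nr4a3 had a change of -1.0 (SE 0.25, adjusted p = 1) with 6-MP under LPS. It missed the fold of 2 without LPS 2 (-0.94), LPS 3 (-0.96), LPS + 6-MP 2 (-0.84) or LPS + 6-MP 3 (-0.91). Averaged over both LPS levels the 3 receptor genes lay below 0 (median -0.33, camera adjusted p = 0.0155, and adjusted p = 0.19 with an estimated correlation), of which Nr4a3 stands in the paper's tables of these arrays. The kinase gene Mtor changed by 0.12 (SE 0.24) under LPS, and its partner gene Mlst8 by -0.09 (SE 0.22). Of 21 genes of PI3K, Akt and mTOR pathway components, 11 lay above 0 and 10 below with 6-MP (median 0.03, mean -0.004, camera adjusted p = 0.982).
The transcription factor ATF4 and its targets in amino acid synthesis are raised by mTORC1 signalling. Of 18 such genes of the amino acid response, 17 were below 0 with 6-MP averaged over both LPS levels (median -0.23, adjusted p = 1.26e-05, and adjusted p = 0.143 with an estimated correlation), among them the glutathione-degrading enzyme gene Chac1 (-0.66 under LPS, SE 0.32). Exact permutation of the 6-MP labels within each LPS level, chosen for this list after its result was seen, gave its mean p = 0.005, the smallest possible (adjusted p = 0.117 over 35 lists, under which 1 list alone cannot pass). For this average limma called 0 clusters at an adjusted p, 847 at an unadjusted p under 0.05, and 12 of these with a fold of at least 2. With 2 components of the residuals as covariates, a fit chosen after the data were seen, 17 clusters passed an adjusted p. On simulated data that fit gave an unadjusted p under 0.05 to 16.6% of unchanged genes for 6-MP without LPS and 14.3% under LPS where 2 factors varied per array, and to 5.23% and 5.26% where they were the same in every group. The methods' t-test called 0 and 10 at the adjusted and the unadjusted threshold with the fold. Transcript levels do not measure phosphorylation, by which these kinases are regulated. From the absence of higher Nur77 expression and of mTOR activation, the paper proposes that other cellular mechanisms mediate the effects of 6-MP in the ENS.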

Taken together, our results suggest that the direct anti-inflammatory effects of 6-MP observed on the ENS in vitro may rather play a limited therapeutic role. Despite these limitations, our study supports the involvement of the ENS, and more particularly of EGC, as an important source of inflammatory mediators in the gut. Targeting of chemokine pathways has offered promising results for the treatment of IBD in pre-clinical studies [50–52] and further work is required to fully evaluate the contribution of ENS-derived inflammatory mediators in chronic and acute intestinal inflammatory disorders. This characterization may help to develop novel therapeutic strategies by targeting the ENS-mediated inflammatory response in IBD and other intestinal inflammatory disorders.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

How the deposited data were processed for this re-analysis (not part of the article)

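ENS primary cultures of mouse embryonic gut were profiled on 12 Clariom S microarrays, 3 each for untreated controls, 6-MP (50 µM for 16 h), LPS (10 ng/ml for 6 h) and LPS + 6-MP. The authors processed the arrays with the Transcriptome Analysis Console and deposited log2 values per transcript cluster, 1 column per array with no pooling. Neither the normalization and summarisation nor the genome build is given in the sources used here. The values range from 2.34 to 18.8 with array medians of 7.41 to 7.53, and none was transformed further. Scanner files were not available, so background and array quality could only be read from the deposited values.

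Of 28846 entries, 6640 control entries were left out, and all 22206 transcript clusters were tested with no filter on low values. The platform's table gives 1 symbol for 19572 clusters, and 40 more were named by the paper's supplementary tables. The remaining 2594 have no name here and were tested without one. Where a symbol has several clusters (56 symbols), the cluster with the highest mean was taken. A level of 5.78, the 90th percentile of 1452 clusters of olfactory, vomeronasal and taste receptor genes, served to name dim genes, and 15100 clusters lie above it. Changes of called genes named here with 1 group mean under it are given as bounds, with that group's values raised to the level. For arrays, this signal over background and the number of arrays limit the precision.

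The arrays were grouped by the labels' treatment. Limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) was fitted to the 4 group means, with 8 residual and 4.25 prior degrees of freedom, and p values were adjusted by Benjamini-Hochberg over all clusters. The comparisons were LPS minus control, 6-MP minus control, LPS + 6-MP minus LPS, LPS + 6-MP minus 6-MP, the mean of both 6-MP comparisons and the interaction of LPS and 6-MP. Calls for LPS used the paper's adjusted p under 0.05 and fold of at least 2, and calls for 6-MP the paper's unadjusted p under 0.05 and fold of at least 2, beside the adjusted count. Since 3 arrays against 3 cannot give an exact permutation p under 0.1, p values of single genes come from limma. The share of the LPS response under 6-MP is the slope through 0 of the LPS changes with 6-MP on those without it, and principal components were taken of centred, unscaled values.

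Camera tested 35 gene lists of responses, cell types, 6-MP effects and reference genes at its preset correlation of 0.01, with an estimated correlation and with fry as alternatives. The tests, thresholds, lists and alternatives, and the rule for named genes, were set before the data were examined, but after the paper's supplementary tables had been read. The rule names up to 10 genes per direction and comparison with the largest fold among those past the threshold whose groups do not overlap, every gene the paper names, and list members as examples. Lists taken from the paper's own tables were only counted. Chac1, Csf1 and the genes given for the make-up of the untreated cultures are such examples of their lists.

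The alternatives were a fit to the compared groups only, the replicate numbers as a block, an intensity trend in the prior, median centring or quantile normalization, leaving out dim clusters or those without exactly 1 symbol, the methods' t-test (which the paper does not state for the arrays), the other kind of p, the other limit on the fold, other settings of the components and lists, and leaving out in turn each array of the compared groups. A fit with 2 components of the residuals as covariates and a fit without the 4 arrays that stand apart on component 2 were added after the data had been seen, as were, for the share of the LPS response, leaving out single arrays and raising dim values to 5.78. Where an array was left out, 2 arrays of that group remained. The fits were tested on simulated data with known changes. For LPS at the adjusted threshold, 29.1% of 2-fold, 94.8% of 4-fold and 99.5% of 16-fold changes were recovered with independent deviations. Mean false calls were 6.8, against 4 with 2 factors that varied per array and 1.1 with factors the same in every group. At the unadjusted threshold for 6-MP without LPS, 48.1% of 2-fold and 99.4% of 4-fold changes were recovered with independent deviations. Mean false calls were 101, against 179 (highest 1132) with factors that varied per array and 22.7 with factors the same in every group. Protein measurements, quantitative PCR, the JUG2 cells, the enrichment of disease terms and the data of patients have no files here and were left out.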

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

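The tests of the 4 arrays that stand apart, of epithelial, acinar and cycling cells, and the permutations without H1f1 and over all lists were chosen after the results were seen.

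The paper does not report LPS under 6-MP, where 291 clusters were higher and 29 lower with LPS + 6-MP than with 6-MP. It does not discuss macrophage genes either. Genes of resting macrophages and microglia had a median log2 change of -0.905 with LPS (2 of 19 called, 8 lower adjusted over the list alone). The effect of 6-MP differed between LPS levels for 2 lists by the preset camera test of the interaction itself. Genes of ileal bile acid handling had an adjusted p of 0.0115 and replication-dependent histones one of 0.019, and both had an adjusted p of 0.861 with an estimated correlation.

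In each group 1 array (control 2, 6-MP 1, LPS 2 and LPS + 6-MP 1) stood apart, with more interferon-stimulated, epithelial and neuronal and less smooth muscle expression. Scaling is argued against, since component 2 kept 25.1% of the variance after quantile normalization, while array or RNA quality stays open, since the separation of positive from negative control probes differed by only 0.00188 in the mean over the groups, higher in 3 and lower in 1, and measures of RNA quality were not used here. The lists of smooth muscle genes differed by -1.24 in the mean over the groups, so another make-up of cells may be part of it. Cultures or experiments shared across groups are another candidate explanation: the best way to part the arrays into 3 sets with 1 array of each group took 59.1% of the deviations, against at most 26.0% in 100 draws of independent deviations. That share was also reached in 45 of 1000 draws with 2 factors that were not shared, a comparison set after the value was seen, so it stays open. The other arrays parted on component 3. Scores were 17.8 to 28.6 for control 1, 6-MP 2, LPS 3 and LPS + 6-MP 3. For control 3, 6-MP 3, LPS 1 and LPS + 6-MP 2 they were -24.4 to -18.4. These scores come from the same deviations, so they are no separate test.

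Under LPS, genes of bile acid handling had a median of -1.06 with 6-MP, and the trypsin-like gene Prss3 had a change of 1.45 (SE 0.78) and was not called. Fewer epithelial cells stay open: the other 24 epithelial genes had a median of -0.298 (95% interval over genes -0.422 to -0.113), but over arrays the mean of the bile acid genes fell below theirs by only -0.579 (SE 0.406). More acinar cells stay open as well: the other 17 acinar genes had a median of 0.0686 (95% interval over genes -0.116 to 0.317), and Prss3 less their mean changed by 1.39 (SE 0.392 over arrays), which goes against them, but Prss3 is a single gene picked for its change, itself under 2 standard errors. An effect of 6-MP on bile acid genes may remain, but no gene of the list passed an adjusted p, and loss of a part of the epithelium that expresses them was not tested.

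With 6-MP averaged over both LPS levels, histone genes had a mean of -0.329, p53 target genes one of 0.239 and Tnfrsf22 and Tnfrsf23 one of 1.20. Exact permutation of the 6-MP labels within each LPS level gave p = 0.01 for histones, p = 0.075 for p53 targets and p = 0.005, the smallest possible, for both receptor genes. The permutation does not settle chance for histones and the receptor genes, which cannot be told apart from it, since the groups were picked on these arrays: both receptor genes and H1f1 stand in the paper's tables of them, though the other 11 histone genes had an exact p of 0.015, and 5 of 35 lists had one under 0.05 where chance gives 1.75, the lowest the amino acid response at 0.005 (lowest adjusted p over the lists 0.117). Fewer cycling cells stay open, since the cell cycle list had a median of -0.156 (95% interval over genes -0.234 to -0.0827) against -0.319, and over arrays the means differed by -0.192 (SE 0.181). Incorporation of 6-MP metabolites into DNA, with an effect on histone and p53 target transcripts, may be an explanation and was not tested.

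Other groupings of the arrays gave the following. Of 10 splits for each comparison, too few for a share under 0.05, 1 (the real one) gave as many as 335 higher or 21 lower genes with LPS and 291 or 29 with LPS under 6-MP, and the highest other count was 0. For 6-MP without LPS, 7 splits gave at least 14 genes (highest other 230) and 10 at least 0 adjusted calls (highest other 0). For 6-MP under LPS, 7 gave at least 26 (highest other 539) and 10 at least 0 adjusted calls (highest other 0). Any split gives at least 0, so the splits with adjusted calls test nothing here. Counts of several times the real one point to a structure of the samples. Called lists were 12 for LPS (5 splits, highest other 16), 10 for 6-MP without LPS (7 splits, highest other 15) and 12 for 6-MP under LPS (4 splits, highest other 14), again from too few splits. Of 100 splits within the LPS levels, 53 gave at least the 12 genes of the averaged 6-MP effect (highest other 374) and 5 at least its 15 lists (highest other 19), so chance is not excluded for these. All 100 gave at least the 0 adjusted calls of that effect (highest other 1) and of the interaction (highest other 2). Any grouping must do so, and these 2 counts test nothing.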

How the results depend on the processing

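The fit with 2 components of the residuals as covariates and the one without the 4 arrays and, for the LPS share, single arrays left out and values raised to 5.78, were chosen after the results were seen, and the other alternatives were planned. Every count of adjusted 6-MP and interaction calls stayed at 0 when single arrays of the compared groups were left out, and the number of genes higher with LPS kept within 1.5 times its value except by the methods' t-test. Of 71 called genes named for LPS none changed direction, and 18 lost the call without some array of the compared groups, as did 13 of 14 unadjusted calls named for 6-MP without LPS and 18 of 25 under LPS. With the replicate numbers as a block LPS raised 316 and lowered 20 genes, and 6-MP called 27 under LPS. Only the compared groups gave 6 genes lower with LPS under 6-MP. Quantile normalization gave 6 shared 6-MP calls. The methods' t-test gave 0 higher and 0 lower genes for LPS, both without and with 6-MP, 5 for 6-MP without LPS, 0 in the overlap and 1 shared 6-MP call. The other kind of p gave 92 lower genes for LPS, 125 lower under 6-MP, 0 (in place of 14) and 472 (in place of 0) for 6-MP without LPS, 0 (in place of 26) and 800 (in place of 0) under LPS, 847 averaged, 434 for the interaction, and 0 in the overlap and for shared 6-MP calls. The other limit on the fold gave 36 lower genes for LPS, 53 lower under 6-MP, and 472 and 800 for 6-MP without and with LPS. With 2 residual components LPS lowered 96 genes (140 under 6-MP), 6-MP called 1 gene at an adjusted p without LPS and 42 unadjusted under LPS, and 17 genes (in place of 0) at an adjusted p for the averaged 6-MP effect, and 10 genes overlapped. Without the 4 arrays LPS lowered 50 genes (120 under 6-MP), 6-MP called 45 without and 95 with LPS, 11 overlapped and 5 6-MP calls were shared. Components 1, 2 and 3 held 22.2, 16.7 and 10.5% at unit variance, 39.8 and 27.3% for the first and second without dim clusters, 59.9 and 21.7% over the 1000 most variable clusters, 39.9, 22.5 and 11.0% without replicate block means, 52.9, 9.43 and 7.13% with 2 residual components removed, and 49.0, 16.9 and 10.8% without the 4 arrays. With an estimated correlation no list (0) was called for 6-MP, and fry called 0 without LPS, 1 under LPS and 1 averaged. Leaving out single arrays of the compared groups gave 236 to 310 higher and 10 to 21 lower genes for LPS, 179 to 279 and 13 to 60 under 6-MP, 24 to 45 and 42 to 204 for 6-MP without and under LPS, 4 to 10 in the overlap, 1 to 8 shared 6-MP calls, an LPS share of 0.853 to 1.03 (0.876 to 1 with a replicate number left out of all groups, 0.934 with values raised to 5.78), components of 34.0 to 37.4, 21.9 to 26.9 and 8.89 to 10.8%, and 12 to 15, 8 to 13, 7 to 13 and 12 to 19 lists. Single arrays of the other groups left out gave 335 to 375 genes in all for LPS, and 13 to 15 and 25 to 29 for 6-MP without and under LPS. Gm20736, not called for 6-MP without LPS, reversed without control 3 (-0.0041) and 6-MP 2 (-0.16) and reached 0.22 without 6-MP 1. Other genes with no call and changes near 0 also turned sign between single arrays left out: Ccl8 (-0.27 to 0.05) and Ccl24 (-0.16 to 0.41) with LPS, Nr4a1 (-0.21 to 0.12) and Il6 (-0.48 to 0.72) with 6-MP, and Nr4a1 (-0.14 to 0.18), Nr4a2 (-0.52 to 0.01), Mtor (-0.07 to 0.35) and Mlst8 (-0.14 to 0.01) with 6-MP under LPS. Il6 was -0.20 with 6-MP without the 4 arrays. The cause was not tested for any of these. The number of arrays limits the precision, and a gene near 5.78 cannot be told from silent receptor genes. The fit to the compared groups does not apply to the averaged 6-MP effect and the interaction, nor the methods' t-test to the interaction.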

Differences from the paper's values

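The fit with 2 components of the residuals as covariates and the one without the 4 arrays were chosen after the values were seen. A value is said to come within the paper's where neither is more than 1.5 times the other.

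For LPS against control the paper's count of lower genes is 90 and the value here 21. Of the alternatives set before the data were examined, only the other kind of p (92, unadjusted) came within the paper's value, and single arrays of both groups left out gave 10 to 21. The paper's total is 628 and the one here 356, and the paper's supplementary table lists 546. The other kind of p gave 554, with 494 of the paper's 546 called, the methods' t-test at an unadjusted p 472 (59 of them lower), and none of the other alternatives set before the data were examined came within the paper's total. With 2 residual components, chosen after seeing the values, the lower genes were 96 and the total 551, with 511 of the 546 called and 35 dropped. Of the 546 clusters all 546 have the paper's sign here and 352 are called. The paper's 456 higher and 90 lower genes add to 546, not to 628. The same added fit calls Duoxa2, Ccl20, Il10, Gdf10, Mmp10, Grem1 and Bpifb1, which the paper calls. On simulated data with 2 factors that vary per array this fit made a mean of 112 false LPS calls, and 3.6 where the factors were the same in every group.

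For LPS + 6-MP against LPS the paper's count is 60 and the value here 26. Leaving out LPS 1 (61), LPS 2 (51), LPS 3 (53), LPS + 6-MP 2 (51) or LPS + 6-MP 3 (42) came within the paper's value, and none of the other alternatives set before the data were examined did. Of the paper's 60 genes 21 are called here, and these settings call 28, 10, 23, 20 and 16 of them. The fit with 2 residual components, chosen after seeing the values, gave 42, with 34 of the 60 called and 26 dropped. Without LPS + 6-MP 1, 40 of the 60 are among 204 called genes, and without the 4 arrays 35 are among 95. With no limit on the fold 34 of the 60 are among 800.

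The number of genes changed by LPS and by 6-MP under LPS is 15 in the paper and 4 here. It was 10 without LPS 2, and with no other alternative set before the data were examined did it come within the paper's value. It was 10 with residual components and 11 without the 4 arrays, both chosen after seeing the values. The paper's own tables share 14 clusters, of which these 2 fits drop 6 and 11. For 6-MP against control the paper's supplementary table has 27 genes and 14 are called here, with 12 in both. Leaving out control 1 (33), control 2 (24), control 3 (32), 6-MP 2 (28) or 6-MP 3 (31) came within it, and none of the other alternatives set before the data were examined did. The fit with 2 residual components, chosen after seeing the values, gave 18, with 16 of the 27 called and 11 dropped. With no limit on the fold 18 of the 27 are among 472.

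The paper's shares of principal components 1, 2 and 3 are 61.6, 8.3 and 5.7%, and those here 34.8, 25.0 and 9.55%. For component 1 the 1000 most variable clusters gave 59.9%, and none of the other alternatives set before the data were examined came within the paper's value. For components 2 and 3 none did. Removing 2 residual components gave 52.9, 9.43 and 7.13% and leaving out the 4 arrays 49.0% for component 1, both chosen after seeing the values. The paper states, from a plot of 3 axes, that LPS + 6-MP forms a cluster of its own apart from LPS. Here the scores of both groups overlap on component 1 (32.1 to 38.7 and 30.7 to 38.9). They also overlap on component 2 (-32.5 to 48.2 and -23.8 to 42.1) and component 3 (-24.4 to 22.5 and -22.3 to 17.8). Overlap on each axis alone does not exclude a separation on the axes together, which was not tested.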

Other observations

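No test in this part was chosen after its result was seen, apart from the choice of genes from the lists for the first paragraph and the simulations of shared 6-MP calls in the last.

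Genes of prostaglandin and nitric oxide synthesis changed in a few members only with LPS. The terminal prostaglandin E synthase gene Ptges rose 21.3-fold (adjusted p = 0.000219 from limma) and the inducible nitric oxide synthase gene Nos2 8.24-fold (adjusted p = 0.00246), while the list of 13 genes was not called (median 0.12, camera adjusted p = 0.0983). Irak3, the gene of an inhibitor of Toll-like receptor signalling, rose 10.5-fold (adjusted p = 0.000447). Zc3h12a, the gene of an RNase that degrades cytokine transcripts, rose 2.55 on the log2 scale (adjusted p = 0.00015). Inhibitors of the response were not tested as a list. Lists of granulocytes (12 genes, median -0.04, mean 0.05, adjusted p = 0.574), lymphocytes (-0.17, 0.117) and endothelium (-0.16, 0.255) were not called.

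With 6-MP and LPS together, against 6-MP alone, 12 of 12 histone genes lay below 0 (median -0.56, 1 called lower; adjusted p = 2.3e-07, and 0.0474 with an estimated correlation). The other lists of dividing cells were called lower too at the preset correlation, cell cycle with 23 of 23 genes below 0 (median -0.48, adjusted p = 1.07e-07, and 0.396 with an estimated correlation) and DNA replication with 23 of 24 (median -0.39, adjusted p = 0.000139, and 0.426 with an estimated correlation). Genes of enteric glia had a median of -0.29 with 2 of 15 called lower (adjusted p = 0.0126, and 0.142 with an estimated correlation). Whether these LPS changes differ with 6-MP was tested by the interaction, which no single gene passed. The histone list was called for it at the preset correlation (adjusted p = 0.019) and not with an estimated one (0.861), and the list of glia was not called (0.444).

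Tnfrsf22, Tnfrsf23 and Dnah8 passed the unadjusted threshold with 6-MP both with and without LPS, in 2 comparisons that share no array but come from 1 fit with 1 spread per gene. In simulations of unchanged groups, at least 3 shared calls came up in 82 of 100 with independent deviations and in 24 of 100 with 2 factors that varied per array. With factors that were the same in every group they came up in 1 of 100. Mean calls for 6-MP without and under LPS were 105 and 104, 197 and 145, and 24.9 and 23.8 in these, against 14 and 26 here. The first 2 settings made far more calls than the data, so their shared calls cannot be set against the 3 found. Only the last came near the real counts, and there 3 shared calls were rare. Whether the groups share such factors is open, so chance is not excluded. The number of shared calls was 1 without 6-MP 2 and 8 without LPS 3. Tnfrsf22 averaged over both LPS levels was 2.40-fold higher (log2 change 1.26, SE 0.26, adjusted p = 0.783).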
